# *Saccharopolyspora erythraea’s* genome is organised in high-order transcriptional regions mediated by targeted degradation at the metabolic switch

**DOI:** 10.1186/1471-2164-14-15

**Published:** 2013-01-16

**Authors:** Esteban Marcellin, Tim R Mercer, Cuauhtemoc Licona-Cassani, Robin W Palfreyman, Marcel E Dinger, Jennifer A Steen, John S Mattick, Lars K Nielsen

**Keywords:** RNA-sequencing, actinobacteria, Saccharopolyspora erythraea, Erythromycin, Metabolic switch

## Abstract

**Background:**

Actinobacteria form a major bacterial phylum that includes numerous human pathogens. Actinobacteria are primary contributors to carbon cycling and also represent a primary source of industrial high value products such as antibiotics and biopesticides. Consistent with other members of the actinobacterial phylum, *Saccharopolyspora erythraea* undergo a transitional switch. This switch is characterized by numerous metabolic and morphological changes.

**Results:**

We performed RNA sequencing to analyze the transcriptional changes that occur during growth of *Saccharopolyspora erythraea* in batch culture. By sequencing RNA across the fermentation time course, at a mean coverage of 4000X, we found the vast majority of genes to be prominently expressed, showing that we attained close to saturating sequencing coverage of the transcriptome. During the metabolic switch, global changes in gene expression influence the metabolic machinery of *Saccharopolyspora erythraea,* resetting an entirely novel gene expression program. After the switch, global changes include the broad repression of half the genes regulated by complex transcriptional mechanisms. Paralogous transposon clusters, delineate these transcriptional programs. The new transcriptional program is orchestrated by a bottleneck event during which mRNA levels are severely restricted by targeted mRNA degradation.

**Conclusions:**

Our results, which attained close to saturating sequencing coverage of the transcriptome, revealed unanticipated transcriptional complexity with almost one third of transcriptional content originating from un-annotated sequences. We showed that the metabolic switch is a sophisticated mechanism of transcriptional regulation capable of resetting and re-synchronizing gene expression programs at extraordinary speed and scale.

## Background

Actinobacteria represent one of the most dominant and distinct bacterial phylum. The evolutionary divergence of actinobacteria is an ancient event, reflected in their unique biology. The majority of actinobacteria are found in soil, where they play a vital role in carbon cycling. In human medicine, they comprise a large number of pathogens and provide a major source of antibiotics [1]. They have a large, high GC content genome that equips them for growth in hostile, nutrient poor environments. They are also able to synthesise secondary metabolites that have important commercial and medical significance [2].

*Saccharopolyspora erythraea* (*S.erythraea*) is a model gram-positive filamentous actinomycete that has served for the study of antibiotic production for several decades. The bacteria produces erythromycin A, the first macrolide antibiotic to be discovered, and the backbone for numerous modern antibiotics [3]. *S.erythraea* exhibits a distinct and complex lifecycle, in which an initial growth phase is followed by a transition period, known as the metabolic switch, followed by a secondary growth phase. Like in *Streptomyces coelicolor* (*S.coelicolor*), the switch in *S.erythraea* is followed by morphological changes that coincide with potential cell death and the transcription of secondary metabolite gene clusters [4]. A detailed study of transcriptional activity during this transitional period is of major importance to understand the complex, yet little understood, life cycle of this sophisticated bacterial phylum. Studies have profiled actinomycete transcriptomes using microarrays [5,6]. In fact all annotated coding sequences have been profiled using Affymetrix arrays in *S.coelicolor*[7]. However, using long probes which are less likely to produce false negatives has proved challenging due to the high GC content of actinobacterial genomes. The recent advent of RNA sequencing provides a new opportunity to profile the global transcriptome of high GC content microorganisms.

Here, we present a detailed transcriptional description of *S.erythraea* life cycle from in-depth RNA sequencing. Our study shows that the major morphological changes observed at the metabolic switch are accompanied by an extreme transcriptional phenomenon, with the repression of large regions of the genome. In addition, we characterise a restrictive bottleneck event mediated by targeted RNase activity that results in a wholesale and rapid global transcriptional rearrangement event.

## Results

### RNA sequencing shows pervasive transcription of the genome

Like most actinobacteria, *S.erythraea* has a 71.1% GC content genome which prevented us designing and performing microarray experiments that contained all ORFs (Additional file 1: Figure S1). After performing microarray experiments in a control sample, we employed RNA sequencing to profile the whole transcriptome. We first assessed the ability of two alternative RNA sequencing approaches, duplex-specific thermostable normalisation (DSN) [8] and MicrobExpress depletion [9], to deplete rRNA in GC-rich transcriptomes. Enriched mRNA samples were compared to untreated matched reference controls (Additional file 1: Figure S1B,G,H). We did not observe any systematic divergence in nucleotide composition of sequenced reads between treated and untreated libraries (*r*^*2*^ = 0.01, Additional file 1: Figure S1B-H). We observed a high correlation between gene abundance estimates by independent validation by qRT-PCR and the expression of low GC content genes represented in the microarray (Additional file 1: Figure S1I,J), thereby confirming the fidelity of both strategies to profile GC rich transcriptomes.

Prior to harvesting RNA, several fermentations were performed to carefully characterize the metabolic switch in bioreactors. We determined that RNA harvested at seven time-points, (three points immediately before, one during and three following the metabolic switch) would accurately describe the entire genetic program (Figure 1A ). 

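The 7 unstranded libraries came from 1 fermentation, with 1 library per time point and no replicate. The libraries of 23, 40 and 48 h lie before the switch, the library of 51 h lies during it, and those of 57, 72 and 93 h lie after it. The deposited table and the supplementary tables head the column of the 40 h library with 41 h, and the paper's time of 40 h is used here. DSN treatment was used for these libraries to deplete rRNA. The authors aligned the reads with Bowtie, removed reads that map to more than 1 location, and computed RPKM with CuffDiff, with upper quantile normalization and masking of rRNA. Their deposited table lists 7198 genes. Of these, 7099 have an RPKM value in each library and 99 have none in any library. Time points of 1 culture are not replicates of each other, so differences between phases are described without p-values. The paper reports high RIN numbers except for the switch sample, whose RNA was degraded. Comparisons of 51 h with other time points therefore also compare RNA of different quality. The replicate fermentation, the strand-specific libraries and the small RNA libraries are not analysed here.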

We prepared unstranded RNA libraries [10] and sequenced 363 million reads for a total of 32.7 Gb and a mean ~4,000 fold coverage of the genome (Additional file 2: Table S1, Additional file 2: Table S2). 

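Table S1 of the paper lists 13974899 reads in total for the 23 h library, 34193186 for 40 h, 20423189 for 48 h, 28188815 for 51 h, 20497484 for 57 h, 20696086 for 72 h and 12644998 for 93 h. The paper's counts of uniquely aligned reads in that order are 1361946, 1353481, 4069404, 15306838, 2827775, 669198 and 1246962. The number of reads behind the RPKM values was also recovered from the values themselves, because the values of genes with few reads fall on steps of 1 read. Among values under 100 reads, from 65.6% to 72.1% per library lay within 0.1 read of a whole number, where 20% would by chance. The steps gave 1661528 reads on genes at 23 h, 2071536 at 40 h, 5766550 at 48 h, 23808847 at 51 h, 4212092 at 57 h, 1335368 at 72 h and 1831271 at 93 h. These recovered numbers are the depths used here. In each library they exceed the uniquely aligned reads of Table S1, although reads that map to more than 1 location are described as removed, and the cause was not found. At 51 h, where 17.9% of the reads in total are rRNA, the recovered number also exceeds the reads left without rRNA. Keeping reads that map to more than 1 location cannot account for that. At 51 h 68 values lay under 100 reads. The recovered numbers are thus depths implied by the steps, not counts of aligned reads. The median gene held 98 reads at 23 h, 139 at 40 h, 139 at 48 h, 1351 at 51 h, 171 at 57 h, 56 at 72 h and 52.2 at 93 h. The upper quartiles of the deposited values ranged from 528 to 1025 RPKM, a ratio of 1.94. Each library was therefore rescaled to the same upper quartile, and a pseudocount of 3.36, which is 1% of the median value, was added before taking log2. After this scaling, the median gene changed by -0.07 (log2) from the mean before the switch to the mean after it, and by 0.06 from the mean before the switch to 51 h. With libraries scaled to the same sum, the first of these medians was -0.28. Changes of gene groups are therefore given relative to the median of all genes.

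**Figure D1:**
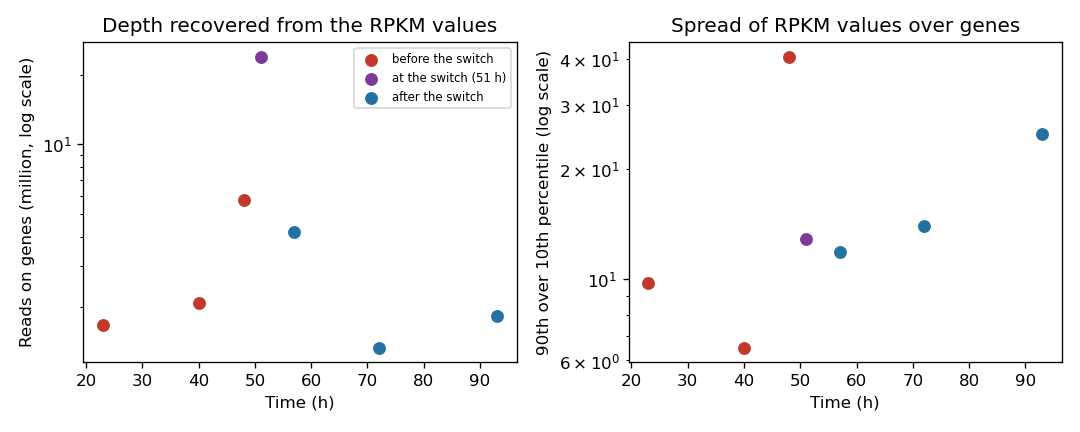
Reads on genes recovered from the RPKM values (left) and the ratio of the 90th to the 10th percentile of the deposited values over genes (right), both on log axes, against time in hours. Each point is 1 library. The 51 h library is the deepest, with 23808847 reads, and the 48 h library has the widest spread.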

A replicate fermentation was sampled across the metabolic switch (Additional file 1: Figure S2C). The replicate samples were used to prepare strand-specific libraries that were sequenced to produce 86.1 million alignable reads and an additional 7.5 Gb of sequencing (Additional file 2: Table S1).

**Figure 1:**
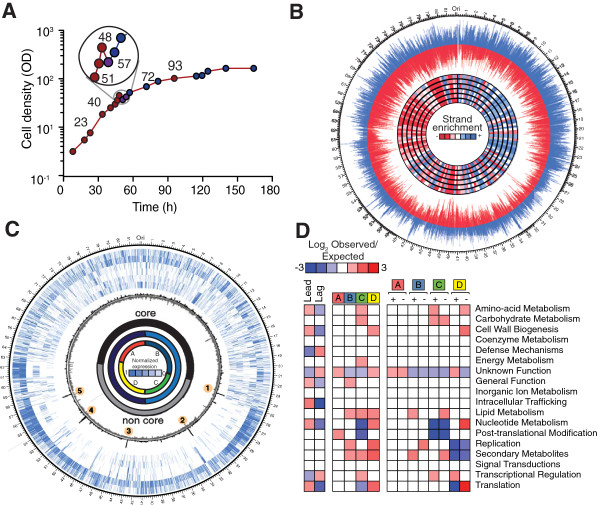
**Transcriptional topography. (A)** Profile of *S.erythraea* fermentation cycle according cell density. Time points sampled for RNA-seq across primary (red), transition (purple) and secondary (blue) metabolic phases are indicated. **(B)** Genome plot showing leading and lagging strand transcriptional bias. Outer circle shows histogram of transcription from sense (blue) and antisense (red) during the metabolic switch (51 hours). Inner-circle shows binned strand preference across sampled time points from the duplicate fermentation sequenced strand specifically after MicrobExpress enrichment. **(C)** Genome plot showing core to non-core transcriptional macro-regions after normalization. Outer circle (blue) normalised expression across sampled time points (outer circle represents the first time point (for clarity, the metabolic switch time point was excluded from the plot). Inner circle indicates binned enrichments for core/non-core regions, with switching of region enrichment observed at the switch. Four macro-regions annotated from superimposition of leading/lagging and core/noncore regions are indicated (red, blue, green and yellow). Numbered dots (1–5) indicate long inverted repeats. **(D)** Grid-plot indicates the enrichment for alternative functional gene categories in the four macro-regions in strand specific and core/non-core regions (only p < 0.05 indicated). A,B, C and D are the transcriptional macro regions observed in Figure 1C (red, blue, green and yellow).

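In the deposited values of the 7 unstranded libraries, 6296 of the 7099 genes with values were above 0 at each time point. The number of genes above 0 was 6916 at 23 h, 7045 at 40 h, 6913 at 48 h, 7099 at 51 h, 7066 at 57 h, 6639 at 72 h and 6477 at 93 h. The lowest values above 0 correspond to about 10 reads in the libraries other than 51 h, where the lowest value corresponds to 22 reads. A gene listed at 0 is therefore a gene under about 10 reads, not a gene shown to be silent.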

Our comprehensive sequencing showed the *S.erythraea* genome to be prevalently transcribed, with at least 85.8% of genome sequence from either strand being represented (98.7% of the genome without considering strand). This is similar to recent studies in yeast and other eukaryotes that show pervasive transcription of complex genomes that express intergenic and noncoding RNA [11,12]. Furthermore, given less than 0.3% of expressed nucleotides were represented singly suggests that close to saturating sequencing coverage of the transcriptome was attained, thereby permitting us to detect rare and transient transcriptional events.

### The transcription of genomic macro-regions alternates at the switch

We next applied RNA sequencing to resolve large-scale topological features of the *S.erythraea* transcriptome. Our sequencing clearly illustrates the strand-specific enrichment for transcription from the leading strand, consistent with co-directional transcription of essential and highly expressed genes with replication [13] (Figure 1B). Like other actinomycetes, the genome is divided into two large regions, with a core region thought to contain the majority of genes essential for survival, and a non-core region enriched for genes for conditionally adaptive functions [2,14]. 

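Core and non-core regions were set from the plot of Figure 2A, with the non-core region from 2.5 to 6.3 Mb. Locus tags were placed by the midpoint of the gene in the reference annotation, whose assembly is not named in the paper's text. This placed 2963 genes with values in the non-core region and 3861 in the core region. The median non-core gene had 0.720 times the rescaled RPKM of the median core gene at 23 h, 0.737 times at 40 h and 0.285 times at 48 h. The ratio was 0.569 at 51 h, 0.614 at 57 h, 0.504 at 72 h and 0.371 at 93 h.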

Alignment of sequenced reads across these regions allowed the resolution of genome-scale, contiguous transcriptional regions associated with these core/non-core regions (Figure 1C). These macro-regions undergo alternative enrichment across the switch, with marked repression of the non-core transcriptional loci following the switch (Figure 1C).

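Relative to each gene's mean over the 7 time points, the median of non-core genes minus that of core genes was 0.52 (log2) at 23 h, 0.62 at 40 h and -0.81 at 48 h. It was 0.11 at 51 h, 0.18 at 57 h, -0.07 at 72 h and -0.47 at 93 h. From before to after the switch, the non-core genes changed by -0.23 relative to the core genes. Sliding the gene order around the genome in steps of 10 genes gave 683 differences for regions of the same size, and 0.146% of them were lower. Shifts by few genes share most of their genes and are not independent. The central 95% of these shifted differences lay between -0.21 and 0.19. Between the mean before the switch and 51 h, the difference was -0.02, and 35.9% of the shifts were lower. It was 0.15 without the 23 h library, 0.16 without 40 h and -0.38 without 48 h. Full quantile normalization gave -0.11 and phase means on the linear scale -0.15, each with 0.439% of the shifts lower. The lowest of the 7 values belongs to the 48 h library, which was taken before the switch. Under full quantile normalization the change after the switch was -0.21, again with 0.146% of the shifts lower, and among prominently expressed genes it was -0.38. Without the 40 h library the change after the switch was -0.04, with 8.71% of the shifts lower, and without the 23 h library it was -0.07. Without the 48 h library it was -0.69, without 57 h -0.38 and without 93 h -0.05. With the non-core region narrowed to between 2.8 and 6 Mb, the change was -0.17 and 4.32% of the shifts were lower. Widened to between 2.2 and 6.6 Mb, it was -0.19 with 9.15% lower. From the values along the genome, the paper concludes that the macro-regions alternate in enrichment across the switch and that the non-core region is repressed after it.

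**Figure D2:**
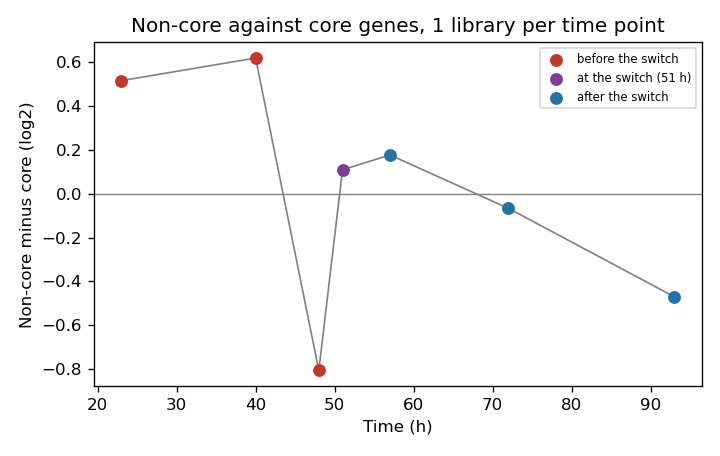
Median log2 value of non-core genes minus that of core genes, each gene relative to its own mean over the 7 time points, against time in hours. Each point is 1 library, and the value at 48 h is -0.81.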

The borders of the core/non-core macro regions are delineated by transposable sequences (Figure 2 and Additional file 1: Figure S2A) [2]. 

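Of 163 genes described as transposases, 44 have no value in any library of the deposited table, and these make up 44.4% of the 99 genes without values. Reads that map to more than 1 location are described as removed from that table. If so, the values below rest on the reads that told copies apart. For the 119 transposase genes with values, the median change from before the switch to 51 h was -0.20 (log2), relative to all genes. Among 10000 random lists of genes matched on mean expression, 0.055% had a lower median. At 51 h, 46 of the 119 stood higher than before, relative to all genes. A position in the reference was found for 88 of the 119. Of these 88, 30 lay within 0.5 Mb of a border between core and non-core regions. Their median change at 51 h was -0.23, 10 of the 30 stood higher, and 1.29% of random lists had a lower median. With border widths of 0.25 and 1 Mb the median was -0.16, with 11.4% and 2.81% of lists lower, and among prominently expressed genes it was -0.26 with 6.5% lower. These 51 h values depend on the 23 h library, without which the medians were 0.03 for the 119 genes and 0.17 for the 30 genes. Without the 40 h library they were -0.08 and -0.10, and without the 48 h library they were -0.47 and -0.50. From before to after the switch, the 119 genes changed by -0.77 and the 30 genes near the borders by -0.62, each below all 10000 random lists. Of the 119 genes, 49 are listed at 0 at 72 h and 40 at 93 h, and of the 30 genes 9 and 5. For the 64 transposase genes above 0 in each library the median change was -0.51, before taking off the change of all genes, where other such genes of the same expression had -0.05. Without the 72 h library the change was -0.42 for the 119 genes and -0.27 for the 30 genes, the latter with 3.69% of lists lower. For the genes near the borders the change was -0.33 without the 23 h library and -1.01 without the 48 h library. Relative to each gene's mean, the group near the borders stood at 0.91 at 23 h, 0.51 at 40 h, -0.72 at 48 h and 0.20 at 51 h, then at 0.26 at 57 h, -0.98 at 72 h and -0.18 at 93 h.

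**Figure D3:**
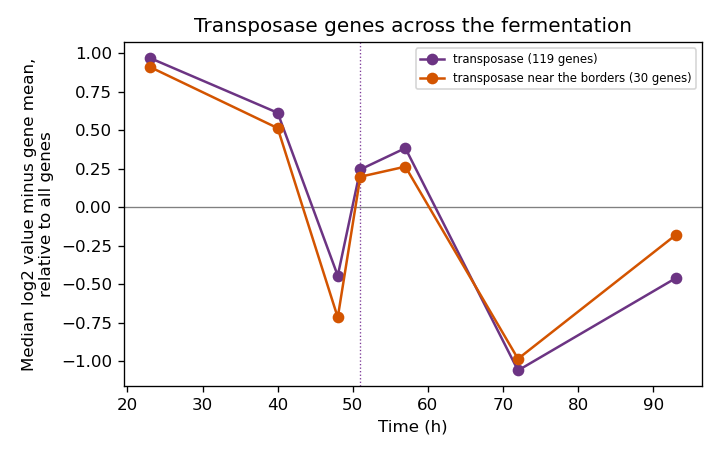
Median log2 value of transposase genes relative to each gene's mean and to all genes, against time in hours. The groups are the 119 with values and the 30 placed within 0.5 Mb of a region border. Lines join the 7 single libraries, and the dotted line marks 51 h. Both groups are highest at 23 h and lowest at 72 h.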

Given the capacity for RNA sequencing to resolve the expression of repetitive sequences, we were able to detect a notably strong and specific induction (p = 6.5x10^-7^) of paralogous transposon clusters at these region borders, coincident with the shifting of non-core to core transcriptional regions. These borders orientate the transcriptional regions perpendicular to the strand-specific enrichment for leading/lagging strands (Figure 1B). When superimposed, these regions dissect the genome into four distinct quarters; with each region containing distinctly co-expressed and functionally related gene families (Figure 1C,D). Collectively this demonstrates a broad regulatory context provided by contiguous transcriptional macro-regions for the functional organisation and alternate expression of genes across the metabolic switch.

**Figure 2:**
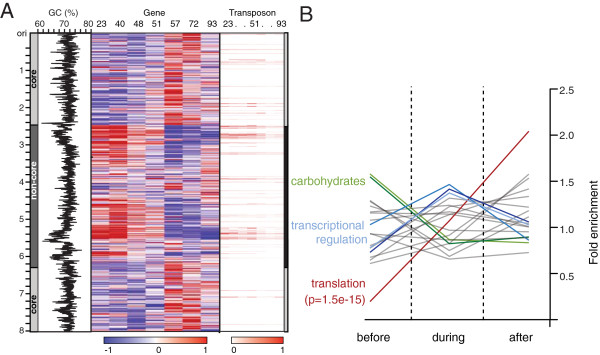
**Genome architecture.** (**A**) Heatmap indicating the switching of core (grey) and noncore (dark grey) transcriptional macro-regions during fermentation as follows: black histogram (left panel) shows % of GC with low GC demarcating region border; gene expression (left/middle panel (red and Blue); centred to mean) and transposon expression (red right panel). Together gene expression and transposons show a structured genomic organisation relative to macro-region architecture. (**B**) Two alternative genetic programs are demarcated at the switch by a bottleneck event that is readily apparent in transcriptomic data. Significant enrichment for functional gene categories at different stages of the growth cycle is indicated.

### The metabolic switch defines a distinct gene expression program

The high temporal resolution and sequencing depth with which we profiled the growth cycle and metabolic switch using RNA-seq (with >4000 fold genome coverage), revealed considerable complexity in gene expression profiles. 

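Across the 7099 genes, Pearson's correlation of log2 values was 0.78 between 23 and 40 h, 0.74 between 40 and 48 h, and 0.87 between 48 and 51 h. It was 0.88 between 51 and 57 h, 0.73 between 57 and 72 h and 0.79 between 72 and 93 h. These correlations are across genes, which are not independent replicates. The 40 h library correlated with the 57 h library at 0.85, above its correlation with the 48 h library. Among the 6296 genes above 0 at each time point, those 2 correlations were 0.93 and 0.82. The correlation between 57 and 72 h in these genes was 0.91.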

Although we detected transcription from all genes, for clarity we restricted our analysis to prominently expressed genes (top 50% of the total most prominently expressed genes). 

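Ranked by mean rescaled RPKM over the 7 libraries, the top 50% gave 3550 prominently expressed genes. Of these, 11 were listed at 0 at 23 h, 4 at 40 h, 7 at 48 h, 0 at 51 h, 1 at 57 h, 68 at 72 h and 59 at 93 h. Over all genes, the share listed at 0 was largest at 93 h, with 8.76%.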

Shifts to gene expression invoked at the switch were so broad as to affect 60.5% of the genes that were profiled (>2-fold change). 

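Comparing the mean log2 value of the 3 time points after the switch with that of the 3 before, 465 of the 3550 prominently expressed genes differed by more than 2-fold. This is 13.1%, with a 95% binomial confidence interval of 12.0% to 14.3% that covers the number of genes only. Of the 465, 258 were higher after and 207 lower. The split between higher and lower depends on the scaling. Higher genes made up 55.5% of the calls here, 65.3% with the values as deposited, 69.5% with each library divided by its median, 43.2% with full quantile normalization and 31.6% with libraries scaled to the same sum. At 51 h against before, 451 genes differed by more than 2-fold, 12.7%, with 223 higher and 228 lower. Higher genes were 49.4% of these calls, against 63.6% with libraries scaled to the same sum. The share after against before was 28.6% without the 48 h library, 21.4% without 57 h and 8.70% without 23 h. At 51 h against before it was 21.8% without the 48 h library. Other definitions gave other shares. Between the adjacent libraries of 48 and 51 h, 28.3% of these genes differed by more than 2-fold, and between 51 and 57 h, 16.1%. Between 48 and 57 h it was 17.9%. Between the highest and the lowest of the 7 time points, 84.2% did. At a threshold of 3-fold, the share after against before was 4.70%.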

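Each of the 3550 prominently expressed genes was given to the phase with its highest mean log2 value. The phase before the switch had 871 genes, 24.5%. During the switch, 1505 genes had their highest value, 42.4%. After the switch, 1174 did, 33.1%. The phase at 51 h is a single library, whereas the other phases are means of 3 libraries. Taking the phase of each gene's highest single library, a definition chosen after these values were seen, gave 47.6% before, 14.9% during and 37.5% after. With the values as deposited the shares during and after were 37.2% and 39.6%, and with libraries scaled to the same sum they were 53.9% and 20.8%. With each library divided by its median, the largest share was the one after, 42.0%. By single library, 529 genes had their highest value at 51 h, but 3 of them exceeded each other time point by more than 2-fold. These are SACE_1460, SACE_0209 and SACE_6428, and 394 genes had their lowest value at 51 h. The counts highest at 51 h depend on the scaling. They were 213 genes, 1 of them by more than 2-fold, with the values as deposited, and 198 and 0 with each library divided by its median. With libraries scaled to the same sum they were 842 and 27, and under full quantile normalization 690 and 38. With the values as deposited none of the 3 named genes exceeded each other time point by more than 2-fold.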

To delineate cogent trends within this complexity, we identified major gene groups that exhibited a normalised enrichment at exponential, transitional or stationary phases across the *S.erythraea* life cycle (Additional file 1: Figure S3A-C, S4A-C). A comparative analysis delineated two distinct gene expression programs with diverging functional trends before and following the switch (Additional file 2: Table S2). For example, the greater number of genes expressed prior to the switch were enriched for programs associated with central carbon metabolism, such as those involved in carbohydrate synthesis (p = 1.75x10^-16^), cell wall biogenesis (p = 0.043), energy production (p = 6.80x10^-4^) and lipid metabolism (p = 0.011). In contrast, genes associated with secretion and transport (p = 0.037), posttranslational modification (p = 8.98x10^-6^) and ribosomal structure and biogenesis (p = 1.12x10^-16^) were enriched after the switch. Similarly, the erythromycin gene cluster was enriched after the metabolic switch (Additional file 1: Figure S3). 

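For 9.44% of the 3550 prominently expressed genes, the 3 values before and the 3 values after the switch did not overlap, where chance gives 10% for 3 values against 3. After the switch, 255 of these genes were higher and 80 lower, and 130 differed by more than 2-fold. Among genes without overlap, the largest rises after the switch were in SACE_0453, an ABC type transporter (3.78, log2), and SACE_0706, a putative subtilisin inhibitor like protein (3.45). SACE_5862, gsmT, rose by 3.05 and SACE_0451, an ABC type transporter permease, by 2.89. These rises came mostly at 72 and 93 h. Rescaled RPKM of SACE_0453 was 443 at 40 h and 551 at 57 h, then 8326 at 72 h and 14268 at 93 h. For SACE_0451 it was 314 at 40 h and 375 at 57 h, then 3653 and 7314. SACE_5862 had 512 at 40 h and 1065 at 57 h, then 5440 and 6525. SACE_0706 had 4442 at 48 h and 5869 at 57 h, then 25506 and 152629. SACE_7179, a hypothetical protein, ranks among the largest rises through a value of 0 at 23 h, so no change is given for it. Its rescaled RPKM was 254 at 40 h and 456 at 48 h, then 476 at 57 h, 588 at 72 h and 901 at 93 h. Ranked as the largest falls were the hypothetical proteins SACE_6522, SACE_2711, SACE_5843, SACE_3268 and SACE_5773. The values of SACE_6522, SACE_2711 and SACE_5843 are listed at 0 at 72 and 93 h, and those of SACE_3268 and SACE_5773 at 72 h. A value at 0 means under about 10 reads, so no fold change is given for these genes and their rank is uncertain. The rescaled RPKM of SACE_5773 was 573 at 23 h, 522 at 40 h and 662 at 48 h, then 477 at 57 h and 327 at 93 h. Highest at 51 h over the highest other time point were SACE_1460 (1.41, log2), SACE_0209 of the MarR family (1.30), SACE_6428 (1.03), SACE_5890 (0.98) and SACE_1533 (0.97). With the values as deposited these differences were 0.77, 0.75, 0.39, 0.41 and 0.33, and with libraries scaled to the same sum each exceeded 1.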

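For 213 genes described with carbohydrate terms, the median change from before to after the switch was -0.07 (log2), relative to all genes. Of 10000 random lists matched on expression, 14.8% had a lower median, and 89 of the 213 genes stood higher after. Among prominently expressed genes the change was -0.18 with 2.79% of lists lower, and with phase means on the linear scale it was -0.11 with 1.72% lower. At 51 h the median was -0.15, with 77 of the 213 genes higher and 0.01% of random lists lower. Relative to each gene's mean, the group stood at 0.17 at 23 h and 0.26 at 40 h, and was lowest at 48 h, with -0.41. It stood at -0.09 at 51 h, 0.09 at 57 h, -0.03 at 72 h and -0.21 at 93 h. Under full quantile normalization the lowest library was 51 h, with -0.17. Because 48 h lies before the switch, leaving it out moved the change after the switch to -0.28, with 0.03% of random lists lower. Without the 57 h library it was -0.16 and without 72 h -0.15. It was -0.01 without either the 23 h or the 40 h library, and -0.03 without 93 h. The value at 51 h was -0.05 without either the 23 h or the 40 h library. The groups come from words in the gene descriptions, not from the categories of Table S5.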

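The 58 ribosomal protein genes had a median change after the switch of 0.73 (log2), relative to all genes, and 51 of them stood higher after. Random lists of equally expressed genes had a central 95% of medians between 0.36 and 0.79, and 92.3% were lower. Full quantile normalization gave 0.24. Without the 23 h library the change was 0.28, without 93 h it was 0.43, and without 48 h it was 1.43. Without 40 h it was 0.59, with 99.4% of random lists lower, and without 72 h it was 0.99, with 99.9% lower. For 101 translation genes, which include the ribosomal proteins, the median change after was 0.42, with 66.2% of random lists lower. Full quantile normalization gave 0.16 for these genes. The change was 0.13 without the 23 h library, 0.20 without 40 h, 1.03 without 48 h and 0.14 without 93 h. Without 72 h it was 0.64, with 99.3% of random lists lower. For 47 chaperone and protein modification genes the change was 0.15, with 30 genes higher and 63.3% of random lists lower. Under full quantile normalization it was 0.05. Without the 40 h library it was -0.00 and without the 93 h library -0.04. It was 0.40 without 48 h, 0.27 without 57 h and 0.25 without 72 h.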

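The 21 genes of the erythromycin cluster, from eryK to eryCI without the transposase among them, had a median change after the switch of 0.82 (log2), relative to all genes. This lay above all 10000 random lists matched on expression, whose central 95% of medians ranged from -0.16 to 0.46. After the switch, 17 of the 21 genes stood higher relative to all genes. The 3 values after were above the 3 before for 4 of them, which are eryCV (SACE_0715), eryBII (SACE_0727), the thioesterase gene SACE_0729 and eryF (SACE_0730). Relative to each gene's mean, the cluster stood at -0.71 at 23 h, -0.65 at 40 h, 0.27 at 48 h and -0.52 at 51 h. It then stood at -0.25 at 57 h, 0.34 at 72 h and 1.23 at 93 h, and 14 of the 21 genes were highest at 93 h. Without the 93 h library the change was 0.30, with 98.2% of random lists lower, and without the 23 h library it was 0.51.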

During the metabolic switch the greatest enrichment was for genes associated with signal transduction (p = 0.0011) and transcription regulation (p = 1.94x10^-9^). These alternate programs were reciprocally enriched for core/non-core and leading/lagging strand organisation (Figure 1D), reflecting the overarching context these macro-regions provide for gene expression. 

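For 123 signal transduction genes, named by terms such as sensor histidine kinase and response regulator, the median change from before the switch to 51 h was 0.18 (log2), relative to all genes. Of random lists matched on expression, 99.9% had a lower median, and 72 of the 123 genes stood higher. Without the 23 h library the median was 0.07 with 85.5% of lists lower, and without the 40 h library it was also 0.07 with 82.6% lower. For 538 transcriptional regulator genes the median change at 51 h was 0.04, with 284 genes higher and 96.8% of random lists lower. Without the 48 h library it was 0.09, and with phase means on the linear scale 0.10. Under full quantile normalization it was 0.06 with 99.2% lower. Without the 23 h library 81.1% of lists were lower, without 40 h 90.7%, and with the trend on coding length removed, an alternative chosen after the values were seen, 88.7%. After the switch the median of the signal transduction genes was 0.04 relative to all genes, but -0.05 without the 23 h library, -0.01 without 40 h and -0.02 among prominently expressed genes. That of the regulators was -0.02, but 0.04 under full quantile normalization, 0.04 without the 48 h library, 0.01 with phase means on the linear scale and -0.13 among prominently expressed genes.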

Interestingly we found similar patterns of up or down regulation to previously reported homologous genes in closely related microorganisms [7,15], suggesting that the transcriptional phenomenon described here comprise a characteristic event that punctuates and defines gene expression in related microorganisms (Additional file 1: Figure S8).

### RNA sequencing facilitates operon annotation

By the contiguous transcription across shared and co-expressed genes, we looked at the predicted organization of the 1,134 previously predicted operons that encompass 4,919 genes [16]. Our *de novo* assembly using Oases[17], from the strand specific RNA sequencing after trimming all reads to 70 bases and assembling them using a 45 bases k-mer, resulted in 9,170 contigs. We found several of these contigs aligned with previously predicted operons (Additional file 2: Table S3). Moreover, using the strand specific sequencing, we found 2.9% of total transcription to be antisense to these annotations, with an enrichment of antisense transcription at the 3’ end of the genes. Lastly, we employed a range of metrics, including presence, size and structure to annotate novel independent ncRNAs within intergenic regions. By Combining small RNA sequencing and long RNA-seq data, we identified 190 putative ncRNA from transcribed sections in intergenic genomic regions (Additional file 2: Table S7 and ncRNA track in the genome browser). The novel ncRNAs display distinct CPC scores [18], dynamic transcriptional pattern and 14 of them displayed a distinct ncRNA secondary structure (Additional file 1: Figure S7; Additional file 2: Table S4, S7) [18].

### RNA degradation mediates a transcriptional bottleneck event

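At 51 h against the mean before the switch, the median of 101 genes associated with translation was -0.50 (log2) relative to all genes, a 1.42-fold decrease. Of 10000 random lists of genes matched on mean expression, 0.025% had a lower median. Lower at 51 h were 75 of the 101 genes. Relative to each gene's mean, these genes stood at 0.89 at 48 h, -0.64 at 51 h and 0.24 at 57 h, and at -0.54 at 23 h and -0.58 at 40 h. Without the 48 h library the 51 h value was -0.03, a 1.02-fold decrease, with 0.05% of random lists lower, and without the 40 h library it was -0.76.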

The two alternative genetic programs are demarcated at the switch by a bottleneck event that is readily apparent in the transcriptome, with up to a 2.14-fold suppression in gene counts for genes associated with translation (Figure 2B). This bottleneck event, happening at the metabolic switch, is aptly illustrated in the suppression of essential components to the transcriptional, translation and energy production machinery (Figure 2B, Additional file 1: Figure S4A-F). This group of genes persisting at the switch was enriched for transcriptional regulators (p = 1.94x10^-9^; Additional file 1: Table S5), consistent with the major phenotypic changes that occur during this phase. Furthermore, the wide imbalance between the highest and lowest expressed genes (the top 1% genes contribute 27.8% of total mRNA) suggests the majority of mRNAs to be present at less than one copy per cell, consistent with recent reports of heterogeneity between individual cell transcriptomes [19]. This imbalance narrows during the bottleneck event, suggesting decreased diversity between individual cell transcriptomes. This observation is in accordance with the previously described programmed cell death that occurs at the switch and involves expression of enzymes for cellular dismantling [20]. 

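The 58 ribosomal protein genes were lower at 51 h than before the switch by a median of -1.21 (log2), relative to all genes, and lay below all 10000 random lists matched on expression. Without rescaling to all genes this is a 2.21-fold decrease. At 51 h, 46 of the 58 genes stood lower. Without the 48 h library the median was -0.73. The 51 h library was the lowest of the 7 for this group, at -1.51 relative to each gene's mean. The group stood at -0.82 at 23 h, -0.61 at 40 h, 1.01 at 48 h, 0.55 at 57 h, 0.03 at 72 h and 1.29 at 93 h. Among the 4 core subunits of RNA polymerase, 3 stood lower at 51 h. The beta subunit (SACE_6854) changed by -1.88, the beta' subunit (SACE_6853) by -0.88 and the alpha subunit (SACE_6803) by -0.61, whereas the omega subunit (SACE_2101) changed by 0.93, before taking off the change of all genes. The median over the 4 was -0.81 relative to all genes, with 20.9% of random lists lower, and -0.28 without the 48 h library. For the 9 ATP synthase genes the median was -0.13, with 5 of 9 lower and 58.6% of random lists lower. It was -0.63 without the 40 h library, -0.22 without 48 h and -0.06 without 23 h. The lowest library of this group was 40 h, at -0.91, and under full quantile normalization it was 23 h. After the switch the RNA polymerase subunits stood 0.68 and the ATP synthase genes 0.65 above their level before it, relative to all genes. Of random lists matched on expression, 59.8% and 68.0% were lower, so equally expressed genes rose about as much. Full quantile normalization gave 0.17 and 0.07. The changes were 1.31 and 1.19 without the 48 h library. Without 23 h they were 0.38 and 0.36, and without 40 h they were 0.45 and 0.26. Without 93 h the ATP synthase value was 0.37. The paper states that a bottleneck event separates both genetic programs, and gives the suppression of these groups as an illustration of it. Of the figures it cites, Figure S4A to C leaves out the 51 h sample. Figure S4D and F give RNA fragments relative to full-length RNA, a measure that the RPKM values here do not hold.

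**Figure D4:**
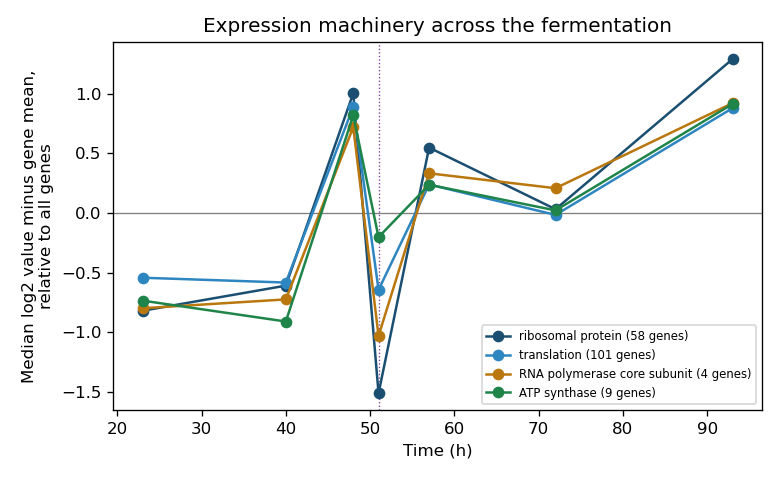
Median log2 value of each gene group relative to each gene's mean and to all genes, against time in hours. Lines join the 7 single libraries and the dotted line marks 51 h, where the ribosomal protein genes stand at -1.51.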

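The median regulator gene stood at -0.10 (log2) relative to its mean and to all genes at 23 h, -0.01 at 40 h, -0.03 at 48 h and 0.04 at 51 h. It stood at -0.03 in each of the 3 libraries after the switch. By single library, 81 of the 538 regulators had their highest value at 51 h, against 192 at 40 h and 106 at 23 h. The highest library for the median was 51 h except under full quantile normalization, where it was 48 h.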

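The top 1% of genes, taken within each library, are 71 genes. Their share of the summed RPKM was 30.2% at 23 h, 22.9% at 40 h, 34.8% at 48 h, 29.6% at 51 h, 32.6% at 57 h, 29.7% at 72 h and 32.9% at 93 h. The mean over the 7 libraries was 30.4%. It was 28.7% without the gene of the highest value and 24.9% for the top 1% of the prominently expressed genes. RPKM values are per kb, so this is a share of transcripts rather than of bases.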

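The share of the top 1% at 51 h was -0.93 percentage points from the mean of the 6 other libraries, and resampling genes gave a 95% interval of -4.45 to 2.07. This summary was chosen after the values were seen. With each value multiplied by coding length, the share was 23.9% at 51 h, the lowest of the 7 libraries, whose others lay between 25.8% and 35.2%. Over the 6296 genes above 0 at each time point, the ratio of the 90th to the 10th percentile of RPKM was 9.79 at 23 h, 6.51 at 40 h and 40.5 at 48 h. It was 12.9 at 51 h, 11.9 at 57 h, 14.0 at 72 h and 25.0 at 93 h. On the log2 scale the ratio at 51 h lay -0.00 from the median of the other libraries, and resampling genes gave a 95% interval of -0.10 to 0.08. Among prominently expressed genes it lay -0.55 from that median.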

Notably, we observed that BioAnalyzer traces from two independent fermentations showed degraded profiles at the switch (Figure 3C, S4H). Furthermore, we observe the pronounced expression of ribonucleases and proteases at the inception of the switch (21 out of 24 ribonucleases; p < 0.0001 paired t-test (Figure 3A,B)), including RNase E and RNase III. 

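By description, 22 ribonuclease genes have values. At 51 h, 18 of them stood above their own mean over the 7 time points, as did 60.7% of all genes. The 18 became 17 with each library divided by its median and 20 with libraries scaled to the same sum. The median of the 22 genes at 51 h was 0.26 (log2) above each gene's mean, relative to all genes, and 98.4% of random lists matched on expression were lower. Without the 40 h library the median was 0.10, with 87.3% of lists lower. It was 0.18 without 23 h, 0.22 without 57 h and 0.43 without 48 h. For ribonucleases with known names it was 0.32 with 91.9% of lists lower, and among prominently expressed genes 0.27 with 96.7% lower. The same median was 0.67 at 48 h, above that of 51 h, and -0.32 at 23 h, -0.70 at 40 h, -0.09 at 57 h, -0.20 at 72 h and 0.26 at 93 h. Under full quantile normalization the highest library was 51 h, with 0.46. Against the mean of the adjacent libraries of 48 and 57 h, the value at 51 h was -0.03. The number of ribonucleases with their highest value at 51 h was 7 here, 1 with the values as deposited and 1 with each library divided by its median. It was 10 with libraries scaled to the same sum and 10 with full quantile normalization. At 48 h, 4 of the 22 were highest here and 15 with the values as deposited. The RNase E type gene SACE_1406 changed by -0.14 from before the switch to 51 h, and the RNase III gene SACE_6100 by 0.53. SACE_6100 was highest at 51 h by 0.21, but not with the values as deposited, where its value at 51 h lay -0.40 from that of its highest other library. For 129 protease genes the median change at 51 h was -0.00, relative to all genes, with 64 higher and 65 lower. Among prominently expressed genes it was -0.12 with 10.7% of lists lower. It was -0.09 without 23 h, -0.07 without 40 h and 0.05 without 48 h. After the switch it was 0.18, with 79 genes higher and 99.8% of random lists lower, or 94.1% among prominently expressed genes. That value was 0.03 without 23 h, 0.08 without 40 h, 0.09 without 72 h and 0.31 without 48 h. Relative to each gene's mean, the proteases stood at -0.30 at 23 h, -0.19 at 40 h, 0.21 at 48 h and -0.09 at 51 h. They then stood at -0.01 at 57 h, 0.13 at 72 h and 0.02 at 93 h. Under full quantile normalization the highest library for proteases was 72 h, with 0.13.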

Given the critical roles ascribed to these ribonucleases in regulating the half-life of developmental mRNAs in related species [21,22], in combination with specific RNA depletion at the switch, we next considered the role of targeted RNA degradation in the global rearrangement of the transcriptome.

**Figure 3:**
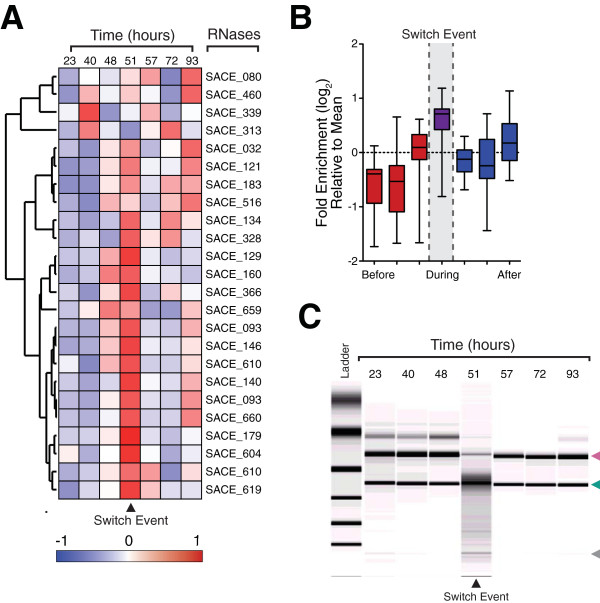
**Targeted degradation of *S.erythraea *transcriptome.** (**A**) Heat map summarising relative expression profile of annotated ribonucleases. Ribonuclease expression profile across the growth cycle shows a collective induction at the switch coinciding with RNA degradation observed at the switch. **(B)** Box-whisker plot (Tukey distribution, n = 24) summarising relative fold enrichment of ribonuclease expression across the metabolic switch. **(C)** Bioanalyzer tracer showing RNA quality sampled across the *S.erythraea* fermentation cycle. RNA shows smeared RNA degradation at switch (arrow) correlating with high RNAse activity.

### Degradation targets specific mRNA classes

Our analysis of RNA integrity across the *S.erythraea* life cycle revealed extensive RNA degradation coincident with the metabolic switch (Figure 3C and Additional file 1: Figures S4H). Given that samples were treated with RNA-later and that we obtained high RIN numbers (except for the sample corresponding to the metabolic switch), it was unlikely that degradation could occurred post-extraction. Although the Qiagen columns have less binding affinity for RNAs smaller than 200 bp, it does not completely remove sRNAs [23]. Thus, to provide an insight into the degradation pattern, we isolated and sequenced these degraded RNA fractions. We firstly isolated fragments corresponding to 20-50nt in size, thereby depleting the preparation of small regulatory RNAs that were greater than 50nt in length [24]. We also reasoned that, unlike the 5’ monophosphate termini of a fragmented transcript, primary RNA transcripts with a 5’ triphosphate would be refractory to library preparation and sequencing (Additional file 1: Figure S5D) [25]. For comparison we also sequenced matching fractions from before (40 hours) and after (93 hours) the switch, returning approximately 16 million sequenced small RNAs (Additional file 1: Figure S5C). We next omitted any reads that did not align in sense to transcribed regions from matched RNA sequencing libraries, reasoning they may reflect *bona-fide* small RNAs. Alignment of the remaining small RNA fragments exhibit no apparent size or nucleotide enrichment to annotated coding genes previously resolved.

We next identified those mRNAs subject to targeted degradation and turnover across the switch by comparing the ratio of full-length and fragmented reads that align to each transcript. Although we observed broadly accelerated mRNA degradation at the switch (Additional file 1: Figure S6A), we noted this degradation to be relatively slower or faster for specific genes and functional classes and to often occur in concert with our previously described gene expression profiles. For example, consistent with their enrichment at the switch, we found that while transcripts encoding transcription factors generally exhibit higher stability (2.1-fold, p = 4.5x10^-12^, Additional file 1: Figure S6), some specific classes, such as XRE transcription factors, known to regulate developmental life cycle and secondary metabolism [26], undergo a cohesive and accelerated degradation (Additional file 1: Figure S6F). This observation establishes that the degradation can be targeted to specific mRNA classes, thereby contributing to the stage-specific enrichments observed across the *S.erythraea* growth cycle. Gene ontology analysis of *S.erythraea* genes most intensively targeted for destruction at the metabolic switch returned a large enrichment for transcripts associated with the translational process, including ribosomal genesis (4.6-fold, p = 2.12x10^-5^), ribosomal proteins (1.4-fold, p = 6.3x10^-7^) and other associated translational factors. We detected the targeted degradation of additional functional gene networks, such as energy production and regulation, which undergo suppression at the bottleneck. Collectively, these trends demonstrate the contribution of targeted mRNA degradation to the transcriptional bottleneck and the modulation of genetic programs subsequently deployed (Figure 4). They also anticipate a pivotal and global role for ribonucleases, such as RNase E and III, in regulating the metabolic switch [21,22,27,28].

**Figure 4:**
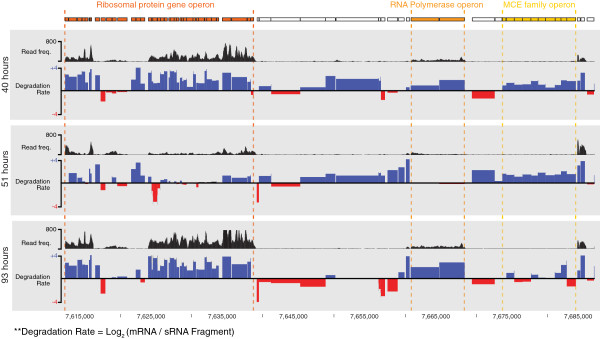
**Genome browser view of mRNA degradation rate.** Genome browser view showing the degradation rate of numerous gene clusters as measured by comparing the representation of genes in full-length to degraded fragment RNA libraries (Log2 (mRNA\sRNA). Full length read frequency (black histogram) also indicated. Differential slower (blue) or faster (red) relative degradation is observed between gene operons across different time points (40, 51 and 93 hours). For example, RNA Polymerase operon (orange) undergoes accelerated decay, as indicated by lower degradation rate, during the metabolic switch.

## Discussion

Our analysis of the *S.erythraea* transcriptome describes a major transcriptional phenomenon occurring during fermentation in bioreactors. A genome-wide transcriptional non-core region, delineated by genes of markedly lower GC content, sparse gene density and inverted repeats, is broadly repressed following the switch. This region organization is present in related microorganisms, including some with linear genomes, such as the terminal regions of the *S.coelicolor* linear chromosome where analogous insertion elements mark the inner boundary of terminal inverted repeats [29]. Similar low GC regions have been reported in *Streptomyces ambofaciens*, where these regions have been associated to genome plasticity and may be used to elucidate mechanisms of evolution [30]. The presence of analogous transposable elements delineating the core/non-core regions is apparent in other related microorganisms anticipating a role in the maintenance and possible regulation of these macro-regions. The alternating expression of these regions, previously observed in *S.erythraea* using microarrays [6], is able to mediate a broad coordinated suite of genetic changes, representing a broad architectural mechanism by which a cell can rapidly modulate large changes in the transcriptome in response to environmental cues [31].

This transcriptional reorganization is complemented by a targeted bottleneck event where mRNAs are degraded. The bottleneck event establishes that the degradation may be targeted to specific mRNA classes, thereby contributing to the stage-specific enrichments following the *S.erythraea* growth cycle. The importance of these degradation processes in global transcriptomic regulation has been recently dissected in yeast [32,33] and individual cases described in *S.coelicolor*, whereby endoribonuclease activity of RNase III has been shown to bind to specific transcript and to regulate antibiotic production [21,34]. Studies have also described the role of (p)ppGpp in regulating mRNA half-life in *S.coelicolor* by inhibiting PNPase activity which preserves mRNA for crucial cellular processes [35-37]. Such widespread degradation may also indicate a role for programmed cell death of a distinct cellular subpopulation, in mediating the changes at the metabolic switch. The new transcriptome observed after the switch may be reflective of the transcriptome of the surviving subpopulation. Collectively, these observations of cellular degradation and targeted mRNA degradation supports the emergence of key, yet little studied, mechanism by which gene expression are regulated.

Our results, which attained close to saturating sequencing coverage of the transcriptome, reveal unanticipated additional transcriptional complexity with almost one third of transcriptional content originating from unannotated sequences. Combining RNA sequencing with sequencing of small RNAs showed the importance of non-coding RNAs in bacterial transcription.

## Conclusions

Like other related microorganisms, *S.erythraea* undergoes a distinct transitional switch that is characterized by growth arrest, morphological changes and the production of secondary metabolites. We show this to be accompanied by a massive transcriptional modulation whose speed and scale, revealed here for the first time by RNA sequencing, represents a significant and novel transcriptional phenomenon. Given similarities shared between the life cycle and genome organization with other microorganisms, we suggest that this transcriptional phenomenon may be a widespread feature across the large critically important bacterial group of industrial microorganisms.

## Methods

### Bacterial strain, growth and fermentation conditions

*S.erythraea* (NRRL2338) was used in this study. All fermentations were conducted in 2L bioreactors (Applikon) in mineral salt medium MM-101 without casaminoacids, as described elsewhere [38,39]. Medium ISP 2 (yeast extract, 4 g/L; malt extract, 10 g/L; Dextrose, 4 g/L; Agar, 20 g/L) was used as solid media for spore germination and seed cultures. Approximately 0.5 mL of glycerol stock was used to inoculate starting cultures in a 500 mL baffled flask with 100 mL of ISP 2 media incubated at 30°C in a rotary shaker (INFORS HT, Bottmingen, Switzerland) at 220 rpm for 30 h. When the seed culture reached an OD_450_ of 2.5 (early stationary phase), a second seed culture (1 L baffled flasks with 150 mL of ISP 2) was inoculated to an initial OD_450_ of 0.3 and incubated under the same culture conditions for 72 h. Cells were then centrifuged at 10,000 rpm at room temperature (Allegra X-15R, Beckman Coulter, USA), washed and resuspended in MM-101 prior to inoculation. Temperature and pH remained constant at 30°C and pH = 7.0 respectively by addition of 20% NaOH or 10.9% HCl. Dissolved oxygen was maintained between 45 and 60% saturation. Oxygen uptake rate (OUR) and CO_2_ production were measured using a DASGIP Off-Gas Analyzer GA4 (DASGIP AG, Jülich, Germany) or a mass spectrometer (Hiden HPR20-QIC B, Warrington, England) attached to the bioreactor condensers. Cells were harvested from two biological replicates at seven time points for RNA extraction (see below). Erythromycin A was analysed by LCMS as described in [39].

### Total RNA isolation and mRNA enrichment

To protect RNA from endogenous RNA degradation, RNA isolation was performed after 8 h incubation at 4°C in RNA-later (Ambion). Total RNA was extracted using two cycles of cellular lysis in RNAse-free zirconia beads. RNA was purified using RNeasy midi kit (Qiagen) with on column DNase treatment and a second off column DNase treatment. Although the Qiagen columns have less binding affinity for RNAs smaller than 200 bp, it does not completely remove sRNAs [23] and are therefore suitable for sRNA analysis. RNA quality was evaluated using BioAnalyzer (Agilent) and Nanodrop prior analysis. Ribosomal RNA was removed with MicrobExpress Bacterial mRNA Enrichment kit (Ambion) or duplex-specific thermostable nuclease enzyme from Kamchatka crab (DSN) as described in the Illumina’s protocol. RNA samples quality and integrity was analyzed using 2100 BioAnalyzer (Agilent) according to manufacturer’s instructions.

### Microarrays and real-time quantitative PCR

Probes for microarrays, were designed using eArray and OligoRankPick [40] and evaluated using Agilent’s Base Composition (BC) algorithm. RNA was amplified using MessageAmp II-bacterial RNA Amplification kit (Life Technologies), reversed transcribed to cDNA, labeled using Agilent QuickAmp labeling kit (Life Technologies), hybridized, washed and scanned according to Agilent’s protocols. RT-PCR was performed from cDNA amplified from 600 ng of total RNA using Superscript III (Invitrogen) as per the manufacturer’s instructions for high GC% transcripts (50°C, 1 h). Diluted cDNA (1 in 50) was used for qRT PCRs performed in a Corbett Rotorgene 3000 using SYBRgreen UDG master-mix (Invitrogen). C_t_ values were determined using the default values on the Rotor Gene- 6 software. A correction for DNA contamination was performed using C_t_ values from RT^-^ controls. The concentration of cDNA (ng/reaction) for each sample was determined using corrected values. These values were then log_2_ transformed and normalized against *eryBV* (Additional file 1: Figure 1-i).

### Library preparation and sequencing

Deep sequencing was performed from libraries prepared as follow: Two libraries were prepared for total RNA, seven after DSN treatment [8] and the second round of sequencing (from an independent fermentation), following mRNA enrichment using MicrobExpress (Ambion), was sequenced strand specifically. Additionally, we ran a trial DSN-sequencing sample sequenced after preparation of three independent 90-nt, paired-end libraries. To achieve optimized clustering density, the trial run was sequenced with two 400mer libraries sequenced at two different concentrations following DSN normalization [41,42]. The third library was size selected from a gel after the final amplification to remove adapter multimer product and sequenced at 300mer. This optimized protocol for GC-rich microorganisms was used for subsequent DSN-sequencing. Libraries prepared after MicrobExpress mRNA enrichment were directionally sequenced at 90bp as described in the direction mRNA-seq prep pre-realised protocol from Illumina [43]. RNAs corresponding from 15-50nt fractions relative to ladder were excised for from the PAGE gel and purified for sequencing using the Illumina small RNA sequencing protocol with minor modifications as previously described [44]. All sequencing was performed at Geneworks (Adelaide, Australia) on the Illumina GAII. All Data is available at GEO GSE39722.

### Sequence read alignment and analysis

Reads were independently aligned to the *S.erythraea* genome using multiple software to assess for possible alignment bias caused by the high GC content of the genome. Reads were aligned using Burrows-Wheeler Aligner BWA [45] Bowtie [46] and Bowtie2 [47] requiring no more than 2 mismatches. Only reads that aligned to one genomic location were retained unless specified for the analysis. We employed CuffDiff [48] to determine gene expression using SAM files resulting from alignment, annotated gene file upper quantile normalization and masking of rRNA sequences. For expression of non-standard features, such as transcriptional macro-regions, read alignments were summed over genomic annotations. Hierarchal clustering of gene expression was performed by Pearson’s pair-wise complete linkage using Cluster3 [49]. Gene expression was normalized within libraries and between libraries as indicated in [50]. To determine significance of gene ontology enrichments, we performed Fisher’s exact test with multiple hypothesis correction. Additional statistical tests and figure generation were conducted using the Prism 5 (http://www.graphpad.com/prism/). Additional in-house perl scripts provided at http://matticklab.com/index.php?title=Marcel_Dinger was also employed. We also employed for figure generation Circos to generate circular genomic figures [51]. Operon prediction was performed from *de novo* assembly of all reads resulting from the strand specific biological replicate using Oases [17]. Reads were trimmed to 70 bases and assembled using a 45 bases kmer, from which 23% aligned with previously annotated operons (Additional file 2: Table S3, operon track in Gbrowser and *de novo* track in Gbrowser).

## Competing interests

The authors declare no competing financial interests.

## Authors’ contributions

TRM, EM and LKN designed the experiments. EM and CLC performed all fermentation and extractions. EM and CLC perform protein purification and analysis. TRM, RP and MED performed alignment, transcript assembly and analysis. JS performed RT-PCR, EM, TRM, CLC, JSM and LKN wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary Data are available online.** All data is available on a dedicated *S. erythraea* genome browser (http://pathway.aibn.uq.edu.au/serythraea) and RNA-seq data has been submitted to GEO GSE39722 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=pxcjzkcismecyze&acc=GSE39722 Click here for file

Additional file 2: Table S1 Summary of sequenced libraries and alignments. **Table S2.** Gene expression profiles for annotated genes. Gene identifier, description and normalised expression (RPKM) indicated. RPKM result from Cufflinks after removing multi-mappers (1), upper quantile normalization and masking of rRNA sequences. Bowtie2 alignments (2) are also presented. **Table S3.** Operon validated using Oases for de novo assemply of all reads. The majority of the DOOR operons present similarity with previous annotation (Mao et al., 2009). **Table S4.** Novel ncRNAs annotated with secondary strutture and dynamic profile across the feremntation. Unique identifier, chromosome location, and size indicated. **Table S5.** Gene-ontology analysis. Enrichment for GO terms at exponential, transitional and stationary phases within S.erythraea growth cycle. **Table S6.** Gene expression profiles for annotated genes. Gene identifier, description and expression before Quantile normalization (FPKM) indicated. Reads were aligned using Bowtie 2 and analysed using Cufflinks. Genes marked with "+" in Column J were considered highly expressed. Click here for file

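In the part of Table S2 held for this work, which is its first 1996 genes, the columns made after removing multi-mappers could be compared with the deposited table for 1974 genes. For all 1974 the 7 values were equal within 0.01% plus 0.001 RPKM.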

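Table S5 lists, for each functional category and phase, an enrichment and a p-value. An enrichment above 1 means that the category is more frequent among the genes of that phase than among all genes. The table is not used here to test any gene list.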

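Table S6 gives the values before normalization between libraries, from another aligner than the deposited table. The marks for highly expressed genes in Column J define a choice of genes made by the authors. The prominently expressed genes here were ranked on the deposited values instead.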

## References

[B1] BibbMJRegulation of secondary metabolism in streptomycetesCurr Opin Microbiol2005822082151580225410.1016/j.mib.2005.02.016

[B2] OliynykMSamborskyyMLesterJBMironenkoTScottNDickensSHaydockSFLeadlayPFComplete genome sequence of the erythromycin-producing bacterium Saccharopolyspora erythraea NRRL23338Nat Biotechnol20072544474531736981510.1038/nbt1297

[B3] WuJZhangQDengWQianJZhangSLiuWToward improvement of erythromycin A production in an industrial Saccharopolyspora erythraea strain via facilitation of genetic manipulation with an artificial attB site for specific recombinationAppl Environ Microbiol20117721750875162184102210.1128/AEM.06034-11PMC3209160

[B4] MantecaASanchezJJungHRSchwammleVJensenONQuantitative proteomics analysis of Streptomyces coelicolor development demonstrates that onset of secondary metabolism coincides with hypha differentiationMol Cell Proteomics201097142314362022411010.1074/mcp.M900449-MCP200PMC2938082

[B5] NieseltKBattkeFHerbigABruheimPWentzelAJakobsenOMSlettaHAlamMTMerloMEMooreJThe dynamic architecture of the metabolic switch in Streptomyces coelicolorBMC Genomics201011102005328810.1186/1471-2164-11-10PMC2824715

[B6] PeanoCBicciatoSCortiGFerrariFRizziEBonnalRBordoniRAlbertiniABernardiLDonadioSComplete gene expression profiling of Saccharopolyspora erythraea using GeneChip DNA microarraysMicrob Cell Fact200761371803935510.1186/1475-2859-6-37PMC2206050

[B7] BattkeFHerbigAWentzelAJakobsenOMBoninMHodgsonDAWohllebenWEllingsenTENieseltKA technical platform for generating reproducible expression data from Streptomyces coelicolor batch cultivationsAdv Exp Med Biol20116963152143154110.1007/978-1-4419-7046-6_1

[B8] ZhulidovPABogdanovaEAShcheglovASVagnerLLKhaspekovGLKozhemyakoVBMatzMVMeleshkevitchEMorozLLLukyanovSASimple cDNA normalization using kamchatka crab duplex-specific nucleaseNucleic Acids Res2004323e371497333110.1093/nar/gnh031PMC373426

[B9] HeSWurtzelOSinghKFroulaJLYilmazSTringeSGWangZChenFLindquistEASorekRValidation of two ribosomal RNA removal methods for microbial metatranscriptomicsNat Meth201071080781210.1038/nmeth.150720852648

[B10] ShaginaIBogdanovaEMamedovIZLebedevYLukyanovSShaginDNormalization of genomic DNA using duplex-specific nucleaseBiotechniques20104864554592056922010.2144/000113422

[B11] KapranovPChengJDikeSNixDADuttaguptaRWillinghamATStadlerPFHertelJHackermullerJHofackerILRNA Maps Reveal New RNA Classes and a Possible Function for Pervasive TranscriptionScience20073165830148414881751032510.1126/science.1138341

[B12] NagalakshmiUWangZWaernKShouCRahaDGersteinMSnyderMThe Transcriptional Landscape of the Yeast Genome Defined by RNA SequencingScience20083205881134413491845126610.1126/science.1158441PMC2951732

[B13] BrewerBJWhen polymerases collide: Replication and the transcriptional organization of the E. coli chromosomeCell1988535679686328601410.1016/0092-8674(88)90086-4

[B14] HopwoodDASoil to genomics: the Streptomyces chromosomeAnnu Rev Genet2006401231676195010.1146/annurev.genet.40.110405.090639

[B15] MartinJFSantos-BeneitFRodriguez-GarciaASola-LandaASmithMCEllingsenTENieseltKBurroughsNJWellingtonEMTranscriptomic studies of phosphate control of primary and secondary metabolism in Streptomyces coelicolorAppl Microbiol Biotechnol201295161752262283910.1007/s00253-012-4129-6

[B16] MaoFDamPChouJOlmanVXuYDOOR: a database for prokaryotic operonsNucleic Acids Res200937suppl 1D459D4631898862310.1093/nar/gkn757PMC2686520

[B17] SchulzMHZerbinoDRVingronMBirneyEOases: robust de novo RNA-seq assembly across the dynamic range of expression levelsBioinformatics2012288108610922236824310.1093/bioinformatics/bts094PMC3324515

[B18] KongLZhangYYeZ-QLiuX-QZhaoS-QWeiLGaoGCPC: assess the protein-coding potential of transcripts using sequence features and support vector machineNucleic Acids Res200735suppl 2W345W3491763161510.1093/nar/gkm391PMC1933232

[B19] PassalacquaKDVaradarajanAOndovBDOkouDTZwickMEBergmanNHThe Structure and Complexity of a Bacterial TranscriptomeJ Bacteriol200919110320332111930485610.1128/JB.00122-09PMC2687165

[B20] MantecaAFernandezMSanchezJCytological and biochemical evidence for an early cell dismantling event in surface cultures of Streptomyces antibioticusRes Microbiol200615721431521617197910.1016/j.resmic.2005.07.003

[B21] GatewoodMLBralleyPWeilMRJonesGHThe transcriptome of Streptomyces coelicolor: RNA-seq and RNA immunoprecipitation identify substrates for RNase IIIJ Bacteriol2012Published ahead of print10.1128/JB.06541-11PMC334708222389483

[B22] JonesGHRNA degradation and the regulation of antibiotic synthesis in StreptomycesFuture Microbiol2010534194292021055210.2217/fmb.10.14

[B23] QiuYChoBKParkYSLovleyDPalssonBOZenglerKStructural and operational complexity of the Geobacter sulfurreducens genomeGenome Res2010209130413112059223710.1101/gr.107540.110PMC2928509

[B24] Hatoum-AslanAManivIMarraffiniLAMature clustered, regularly interspaced, short palindromic repeats RNA (crRNA) length is measured by a ruler mechanism anchored at the precursor processing siteProc Natl Acad Sci U S A20111085221218212222216069810.1073/pnas.1112832108PMC3248500

[B25] SharmaCMHoffmannSDarfeuilleFReignierJFindeiszSSittkaAChabasSReicheKHackermullerJReinhardtRThe primary transcriptome of the major human pathogen Helicobacter pyloriNature201046472862502552016483910.1038/nature08756

[B26] McCormickJRFlärdhKSignals and regulators that govern Streptomyces developmentFEMS Microbiol Rev20123612209208810.1111/j.1574-6976.2011.00317.xPMC3285474

[B27] HindraPakPElliotMARegulation of a novel gene cluster involved in secondary metabolite production in Streptomyces coelicolorJ Bacteriol201019219497349822067548510.1128/JB.00681-10PMC2944504

[B28] XuWHuangJLinRShiJCohenSNRegulation of morphological differentiation in S. coelicolor by RNase III (AbsB) cleavage of mRNA encoding the AdpA transcription factorMol Microbiol20107537817912005967910.1111/j.1365-2958.2009.07023.xPMC2936110

[B29] BentleySDChaterKFCerdeno-TarragaAMChallisGLThomsonNRJamesKDHarrisDEQuailMAKieserHHarperDComplete genome sequence of the model actinomycete Streptomyces coelicolor A3(2)Nature200241768851411471200095310.1038/417141a

[B30] ChouletFGalloisAAigleBMangenotSGerbaudCTruongCFrancouF-XBorgesFFourrierCGuerineauMIntraspecific Variability of the Terminal Inverted Repeats of the Linear Chromosome of Streptomyces ambofaciensJ Bacteriol200618818659966101695295210.1128/JB.00734-06PMC1595491

[B31] UmbargerMAToroEWrightMAPorrecaGJBauDHongSHFeroMJZhuLJMarti-RenomMAMcAdamsHHThe three-dimensional architecture of a bacterial genome and its alteration by genetic perturbationMol Cell20114422522642201787210.1016/j.molcel.2011.09.010PMC3874842

[B32] HarigayaYParkerRGlobal analysis of mRNA decay intermediates in Saccharomyces cerevisiaeProc Natl Acad Sci U S A20121092911764117692275230310.1073/pnas.1119741109PMC3406813

[B33] MillerCSchwalbBMaierKSchulzDDumckeSZacherBMayerASydowJMarcinowskiLDolkenLDynamic transcriptome analysis measures rates of mRNA synthesis and decay in yeastMol Syst Biol201174582120649110.1038/msb.2010.112PMC3049410

[B34] GravenbeekMLJonesGHThe endonuclease activity of RNase III is required for the regulation of antibiotic production by Streptomyces coelicolorMicrobiology2008154Pt 11354735551895760710.1099/mic.0.2008/022095-0

[B35] DalebrouxZDSwansonMSppGpp magic beyond RNA polymeraseNat Rev Microbiol20121032032122233716610.1038/nrmicro2720PMC13198741

[B36] GatewoodMLJonesGH(p)ppGpp inhibits polynucleotide phosphorylase from streptomyces but not from Escherichia coli and increases the stability of bulk mRNA in Streptomyces coelicolorJ Bacteriol201019217427542802058121110.1128/JB.00367-10PMC2937373

[B37] SiculellaLDamianoFdi SummaRTrediciSMAlduinaRGnoniGVAlifanoPGuanosine 5'-diphosphate 3'-diphosphate (ppGpp) as a negative modulator of polynucleotide phosphorylase activity in a 'rare' actinomyceteMol Microbiol20107737167292054584310.1111/j.1365-2958.2010.07240.x

[B38] CarataEPeanoCTrediciSMFerrariFTalaACortiGBicciatoSDe BellisGAlifanoPPhenotypes and gene expression profiles of Saccharopolyspora erythraea rifampicin-resistant (rif) mutants affected in erythromycin productionMicrob Cell Fact20098181933165510.1186/1475-2859-8-18PMC2667423

[B39] Licona-CassaniCMarcellinEQuekLEJacobSNielsenLKReconstruction of the Saccharopolyspora erythraea genome-scale model and its use for enhancing erythromycin productionAntonie Van Leeuwenhoek201210234935022284726110.1007/s10482-012-9783-2

[B40] HuGLlinasMLiJPreiserPRBozdechZSelection of long oligonucleotides for gene expression microarrays using weighted rank-sum strategyBMC Bioinformatics200783501788070810.1186/1471-2105-8-350PMC2099447

[B41] DSN Normalization Sample Prep GuidePilot Release

[B42] StorzGVogelJWassarman KarenMRegulation by Small RNAs in Bacteria: Expanding FrontiersMol Cell20114368808912192537710.1016/j.molcel.2011.08.022PMC3176440

[B43] Directional mRNA-Seq Library PrepPre-Release Protocol

[B44] TaftRJSimonsCNahkuriSOeyHKorbieDJMercerTRHolstJRitchieWWongJJRaskoJENuclear-localized tiny RNAs are associated with transcription initiation and splice sites in metazoansNat Struct Mol Biol2010178103010342062287710.1038/nsmb.1841

[B45] LiHDurbinRFast and accurate short read alignment with Burrows-Wheeler transformBioinformatics20092514175417601945116810.1093/bioinformatics/btp324PMC2705234

[B46] LangmeadBTrapnellCPopMSalzbergSUltrafast and memory-efficient alignment of short DNA sequences to the human genomeGenome Biol2009103R251926117410.1186/gb-2009-10-3-r25PMC2690996

[B47] LangmeadBSalzbergSLFast gapped-read alignment with Bowtie 2Nat Methods2012943573592238828610.1038/nmeth.1923PMC3322381

[B48] TrapnellCWilliamsBAPerteaGMortazaviAKwanGvan BarenMJSalzbergSLWoldBJPachterLTranscript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiationNat Biotech201028551151510.1038/nbt.1621PMC314604320436464

[B49] de HoonMJLImotoSNolanJMiyanoSOpen source clustering softwareBioinformatics2004209145314541487186110.1093/bioinformatics/bth078

[B50] BullardJHPurdomEHansenKDDudoitSEvaluation of statistical methods for normalization and differential expression in mRNA-Seq experimentsBMC Bioinformatics201011942016711010.1186/1471-2105-11-94PMC2838869

[B51] KrzywinskiMScheinJBirolIConnorsJGascoyneRHorsmanDJonesSJMarraMACircos: An information aesthetic for comparative genomicsGenome Res2009199163916451954191110.1101/gr.092759.109PMC2752132

# Supplementary material for: Saccharopolyspora erythraea’s genome is organised in high-order transcriptional regions mediated by targeted degradation at the metabolic switch
**Source:** BMC Genomics. 2013 Jan 16;14:15. doi: 10.1186/1471-2164-14-15
**Supplement:** Additional file 1 — Supplementary Data are available online. All data is available on a dedicated S. erythraea genome browser (http://pathway.aibn.uq.edu.au/serythraea) and RNA-seq data has been submitted to GEO GSE39722 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=pxcjzkcismecyze&acc=GSE39722

***Saccharopolyspora erythraea’s* genome is organised in high-order transcriptional regions mediated by targeted degradation at the metabolic switch**

**Esteban Marcellin^1,3^, Tim R. Mercer^2,3^, Cuauhtemoc Licona-Cassani^1^, Robin W. Palfreyman**^1^**, Marcel E. Dinger^2^, Jennifer A. Steen^1^, John S. Mattick^2^ and Lars K. Nielsen^1,4^**

^3^ Authors contributed equally to this manuscript.

**SUPPLEMENTARY INFORMATION:**

1. FIGURES (page 2)

2. TABLE LEGENDS (page 9)

**Supplementary Figure S1. (A)** Genome schematic showing distribution of genes for which microarray probes can be satisfactorily scored using the Agilent eArray Probe Design Algorithm (satisfactory probes indicated in green; suboptimal in yellow, unable to be included within design indicated in red, GC content black). (**B)** Relative nucleotide fractions of sequenced reads from DSN-, MicrobExpress-treated and untreated libraries with genome and annotated genes nucleotide composition included for comparison. **(C)** Fractional nucleotide composition of genes enriched (green) or depleted (blue) in DSN-treated relative to untreated libraries. **(D)** Cumulative frequency distribution showing the fractional G+C composition of transcripts enriched (green) or depleted (blue) in DSN and MicrobExpress-treated relative to untreated library. **(E)** Comparative scatter-plot indicating no correlation (*r^2^*=0.01) between gene expression and fractional G+C content in DSN-treated libraries. **(F)** Cumulative frequency distribution indicating population structure of gene abundance in untreated (red) and MicrobExpress- (green) and DSN-normalised (blue) libraries. **(g-h)** Scatter-plot comparison of gene expression estimates between untreated and MicrobExpress- **(G)** and DSN-normalised **(H)** libraries. **(I)** Validation of RNA sequencing gene abundance estimates (blue) by qRT-PCR (purple). Values were log2 transformed and normalised against *eryBV*. **(J)** Scatterplot comparison of relative changes in gene expression as determined by microarray (for satisfactory probes) and matching RNA sequencing. Values were then log2 transformed and normalised against *eryBV*.

**Supplementary Figure S2. (A)** Hierarchal clustering (Pearson’s) of repetitive transposases encoded within the *S.erythraea* genome. A select subset (green) that are induced during the switch and localised to the core/noncore boundaries are indicated. **(B)** Cumulative frequency distribution of maximal gene fold change. **(C)** Profile of replicate *S.erythraea* fermentation cycle according to cell density and erythromycin production (grey). Primary (red), transition (purple) and secondary (blue) metabolic phases are indicated.

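In the part held of Table S2, the columns from Bowtie2 alignments, for which the legend names no removal of such reads, have values for 31 transposase genes, of which 13 have no deposited value. Over the 31 genes the median at 51 h was -0.20 (log2) relative to before the switch and to all genes of that part. Of the 31, 11 stood higher at 51 h and 3 had their highest value there. For the 13 genes the median at 51 h was -0.15, and 5 stood higher. Since the table is held only in part, these values describe that part alone.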

**Supplementary Figure S3. (A)** Hierarchal clustering (Pearson’s) of genes associated with secondary metabolism. Erythrmoycin cluster indicated. **(B)** Expression profile of genes within Erythromycin cluster in order of genome. **(C)** Genome browser view showing strand–specific read alignment across detail from erythromycin gene cluster.

**
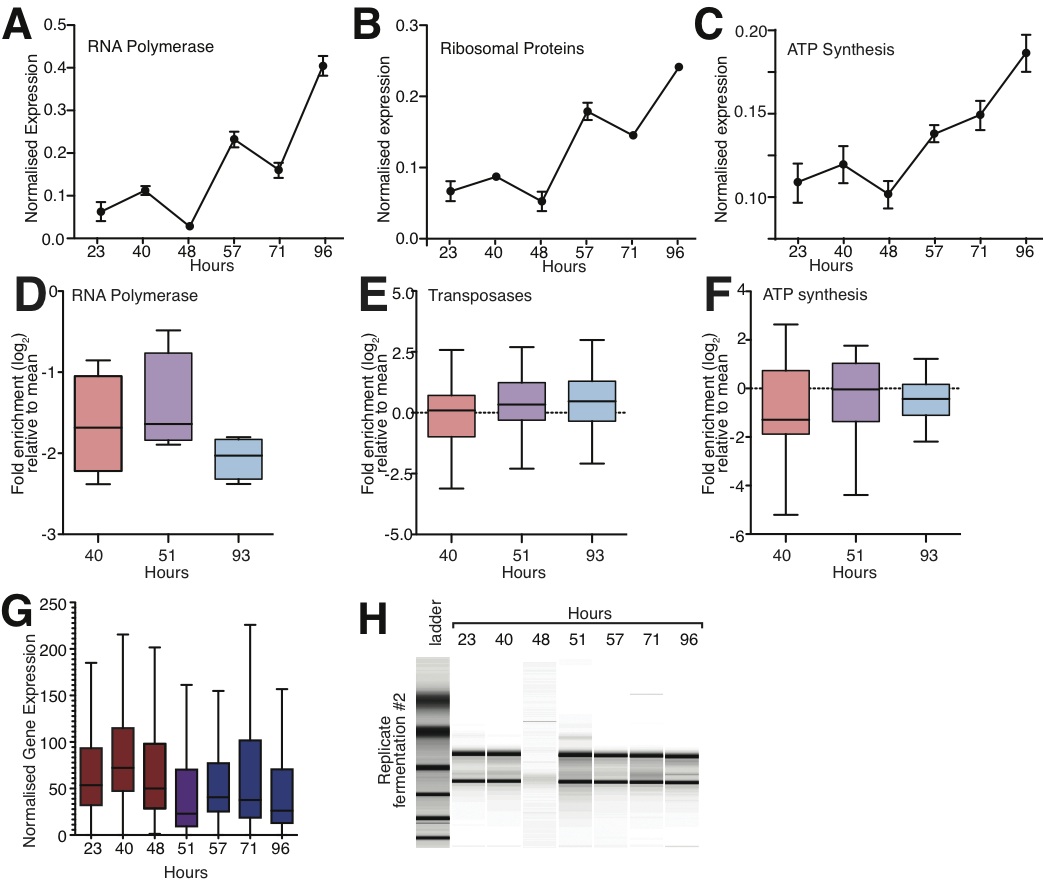
Supplementary Figure S4. (A-C)** Normalised mean expression profile (bars indicate standard deviation) core components of RNA polymerase **(A)** Ribosomal proteins **(B)** and ATP synthesis **(C)** across *S.erythraea* life cycle. Sample 51 was omitted. **(D,E,F)** Box-whisker plot (Tukey) showing the relative fold-enrichment of RNA fragments to full length RNAs for genes associated with RNA polymerase **(D),** transposases **(E)** and ATP synthesis **(F). (G)** Box-whisker plot (Tukey distribution) showing the normalised expression of genes (per kb per million of total mRNA). **(H)** Gel electrophoresis of sampled RNA from *S.erythraea* replicate fermentation showing specific RNA degradation at switch (in the second fermentation happening at 48 h) (BioAnalyzer tracer).

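Over the 58 ribosomal protein genes, the mean rescaled RPKM was 9658 at 23 h (SD across genes 12814), 7844 at 40 h (SD 4785), 14478 at 48 h (SD 9561), 5936 at 51 h (SD 8870), 14770 at 57 h (SD 8557), 9613 at 72 h (SD 3954) and 17490 at 93 h (SD 8640). For the 4 RNA polymerase subunits it was 6584 at 48 h, 3586 at 51 h and 7833 at 57 h, and for the 9 ATP synthase genes it was 13470 at 48 h, 6637 at 51 h and 12606 at 57 h. The SD is over genes of 1 library and is not a replicate error. The 51 h sample, left out of Figure S4A to C, is included here.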

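The median deposited value over genes was 322 RPKM at 23 h, 331 at 40 h, 339 at 48 h, 334 at 51 h, 320 at 57 h, 318 at 72 h and 326 at 93 h. The upper quartiles differed more, with 558 RPKM at 23 h, 528 at 40 h, 1025 at 48 h, 657 at 51 h, 625 at 57 h, 666 at 72 h and 873 at 93 h.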

**
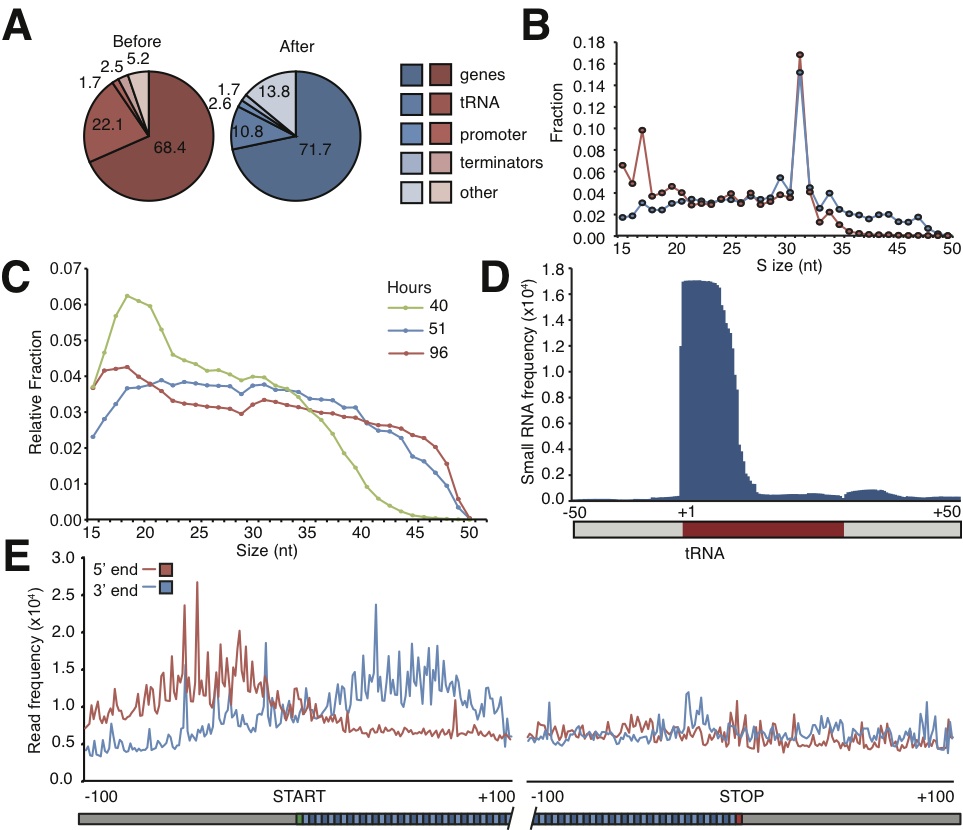
Supplementary Figure S5. (A)** Pie graphs indicating the proportion of sequenced small (15-50nt) RNA fragments aligning to features of the *S.erythraea* genome. **(B,C)** Size distribution of total small RNA sequenced reads **(B)** and sequenced reads aligning sense to annotated genes **(C).** Total reads exhibit distinct enrichment for 32nt reads, the majority of which align to tRNA. **(D)** Cumulative alignment across tRNA loci shows sensitivity to process tRNAs that contain 5’ monophosphate, as opposed to primary tRNA transcript containing 3’ triphosphate. **(E)** Frequency distribution of full length RNA 5’ (red) and 3’ (blue) termini aligning sense to mRNA strand shows no underlying sequence bias to alignment frequency.

**
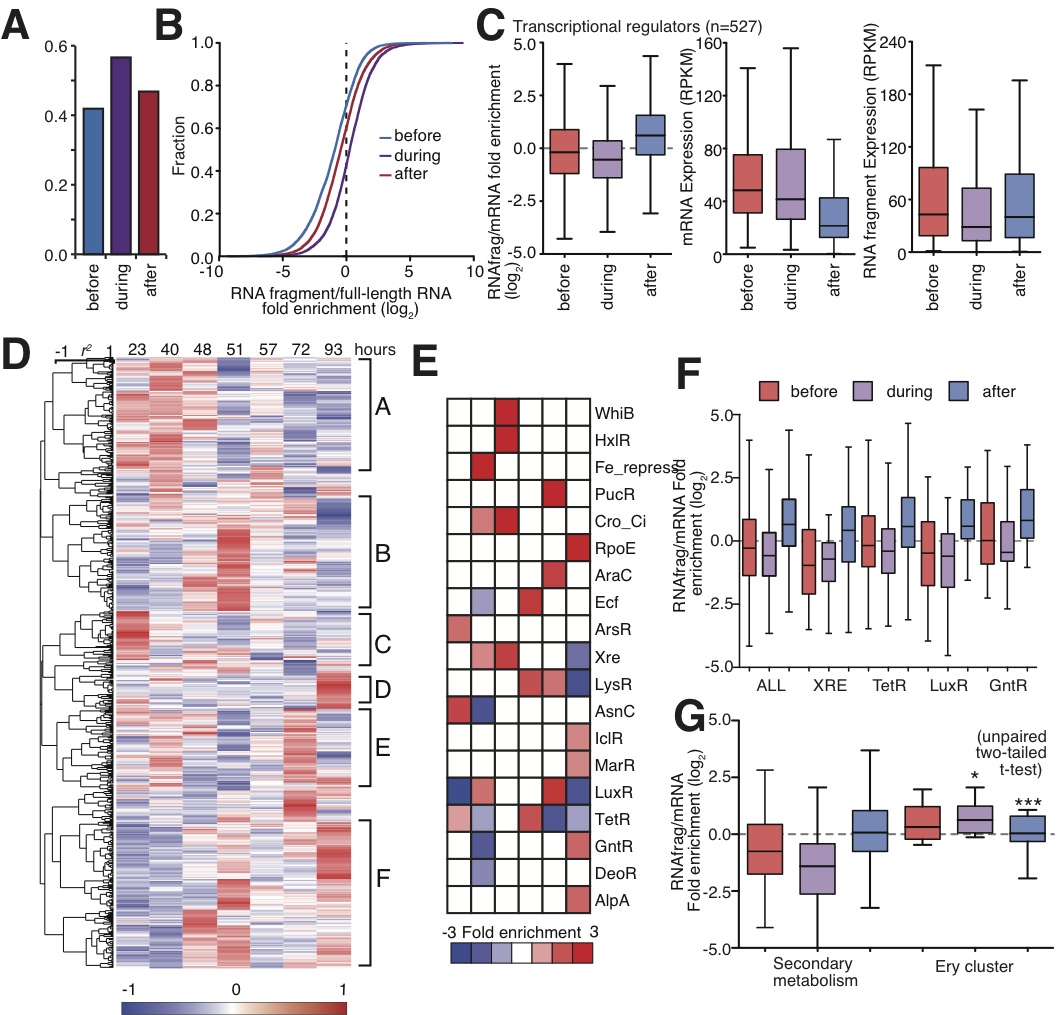
Supplementary Figure S6. (A)** Bar-graph indicates the relative proportion of small RNA sequenced libraries that align in sense direction to annotated genes. **(B)** Cumulative frequency distribution of fold enrichment of RNA fragments to full length RNAs for annotated genes indicates that during the switch (purple) we observed elevated degradation of mRNAs relative to other stages. **(C)** Box-whisker plot (Tukey distribution) showing the fold enrichment of RNA fragments to full-length RNA before indicates accelerated degradation following the switch. **(B,C)** Box-whisker plot showing the full length **(D)** and RNA fragment **(C)** alignment frequency for annotated transcriptional regulators. (**D)** Hierarchal clustering (Pearson’s) of transcription factor regulators illustrates clusters of co-expressed genes. **(E)** Grid plot indicates the significant enrichment for transcriptional factor classes in clusters identified from hierarchal clustering. **(F)** Box-whisker plot indicates fold enrichment for RNA fragments to full-length RNA for specific transcription factor families before (red), during (purple) and after (blue) the switch. **(G)** Box-whisker plot indicates the fold enrichment for RNA fragments to full-length RNA for genes associated with secondary metabolism and the erythromycin cluster.

**
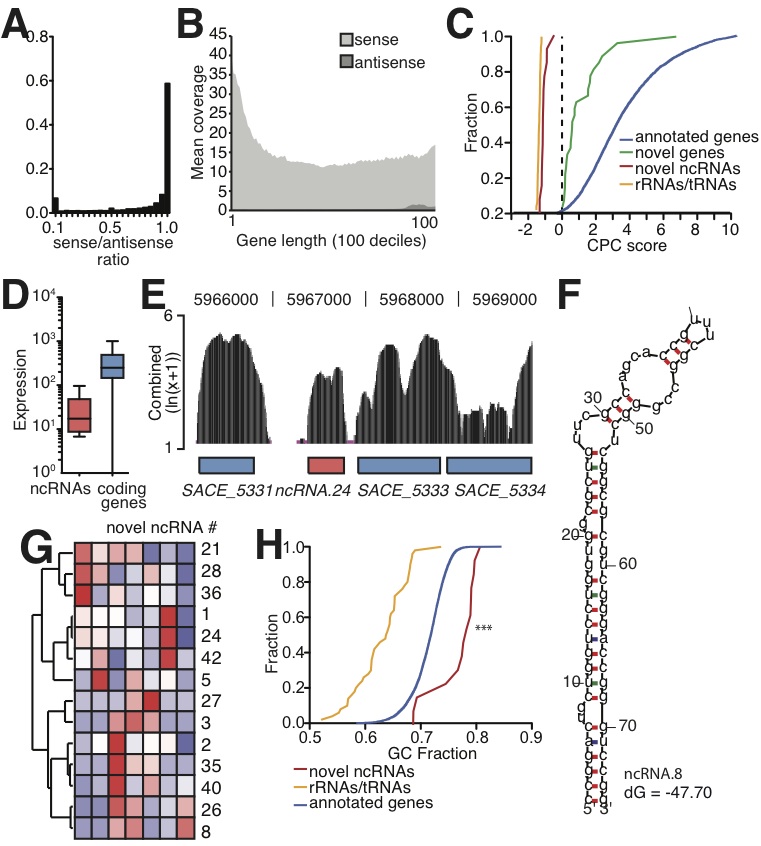
**

**Supplementary Figure S7.** Functional ncRNA prediction and annotation **(A and B)** Cumulative distribution of aligned reads in sense (light gray) and antisense (dark gray) across gene body. **(C)** Cumulative frequency distribution of Coding Predictor Calculator (CPC) for identified ncRNAs (red). Protein-coding genes (blue) and tRNAs/rRNAs (yellow) included for comparison/ **(D)** Box-whisker plot (Tukey distribution) showing ncRNA (red) expression relative to annotated protein-coding genes (blue). **(E)** Genome browser view showing alignment distribution associated with identified ncRNA (red box) and adjacent protein-coding genes (blue box). **(F)** Predicted RNA secondary structure within identified ncRNA. **(G)** Normalised expression profiles of 14 identified ncRNAs. **(H)** Cumulative frequency distribution showing fraction G+C composition of ncRNAs (red) relative to coding genes (blue) and rRNAs/tRNAs (yellow).

**
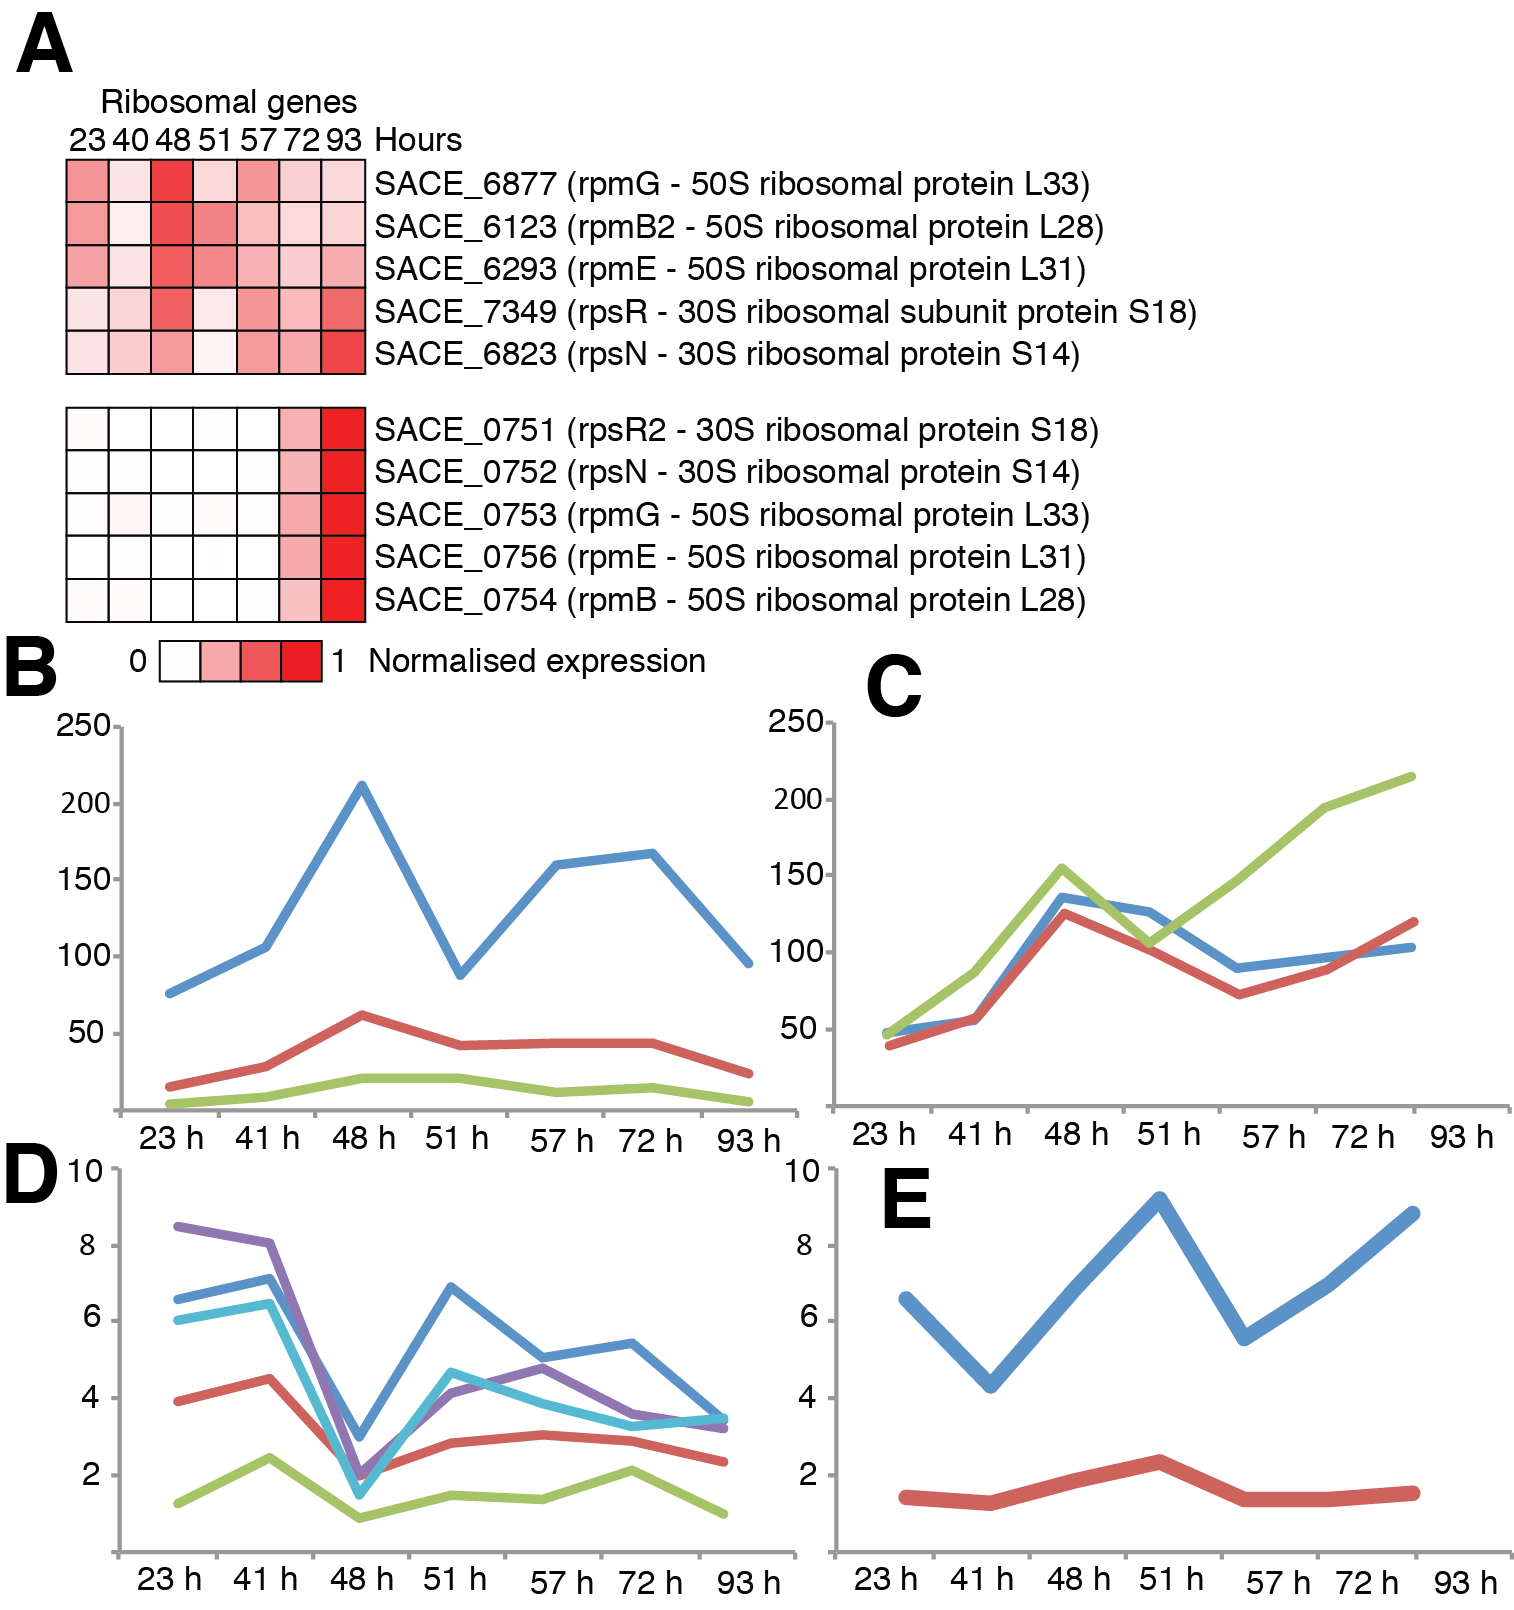
**

**Supplementary Figure S8. (A)** Expression profile of selected ribosomal protein genes (upper panel) exhibits discordant expression to paralogous operon (middle panel). **(B)** Expression profile of SACE_4683 (blue), SACE_4684 (red) and SACE_4685 (green) after normalization with libraries. **(C)** Expression profile of SACE_0411 (blue), SACE_0412 (red) and SACE_0413 (green) after normalization with libraries. **(D)** Expression profile of SACE_4683 (blue), SACE_4684 (red) and SACE_4685 (green) after normalization with libraries. **(E)** Expression profile of SACE_6085 -SACE_6087 (Blue, red, green, light blue, purple) after normalization with libraries.

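The paralogous operon with SACE_0751, SACE_0752, SACE_0753, SACE_0754 and SACE_0756 stood higher at 93 h than in its mean from 23 to 57 h, by a median over the 5 genes of 6.02 (log2). SACE_0756 is listed at 0 at 23 h and SACE_0752 at 48 h. With these values left out of the means, an alternative chosen after the values were seen, the median was 5.89, the genes ranged from 5.26 to 6.51, and the SD across genes was 0.45. The other copies of these ribosomal proteins, SACE_7349, SACE_6823, SACE_6877, SACE_6123 and SACE_6293, changed by a median of -0.40, from -1.38 to 1.65. That median depends on the scaling. It was 0.01 with the values as deposited, 0.02 with each library divided by its median, -0.66 with libraries scaled to the same sum and -0.90 under full quantile normalization. Without the 40 h library it was -0.73. From before the switch to 51 h, SACE_4683 changed by -0.30 (log2), SACE_4684 by 0.51 and SACE_4685 by 1.40, SACE_0411 by 1.07, SACE_0412 by 0.84 and SACE_0413 by 0.37, and SACE_6085 by 0.35 and SACE_6086 by -0.15. From before to after the switch these 8 genes changed in the same order by 0.49, 0.54, 0.49, 0.77, 0.84, 1.39, -0.00 and 0.01, and the values before and after overlapped for each of them. Rescaled RPKM at 48 and 51 h was 4276 and 2879 for SACE_4684, and 1402 and 1373 for SACE_4685. For SACE_0411, SACE_0412 and SACE_0413 it was 1968 and 1821, 1926 and 1549, and 2670 and 1594. Their rises were thus present at 48 h, whereas SACE_6085 had 176 and 437. With libraries scaled to the same sum, SACE_4685 and SACE_0411 were highest at 51 h, by 0.35 and 0.27. SACE_6087 is listed at 0 at 48 and 93 h, so no change is given for it.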

**SUPPLEMENTARY TABLES**

**Supplementary Table 1. Summary of sequenced libraries and alignments**

**Supplementary Table 2. Gene expression profiles for annotated genes.** Gene identifier, description and normalised expression (RPKM) indicated. RPKM result from Cufflinks after removing multi-mappers (1), upper quantile normalization and masking of rRNA sequences. Bowtie2 alignments (2) are also presented.

**Supplementary Table 3**. **Operon validated using Oases for de novo assemply of all reads**. The majority of the DOOR operons present similarity with previous annotation (Mao et al., 2009)

**Supplementary Table 4. Novel ncRNAs annotated.** Unique identifier, chromosome location, and size indicated.

**Supplementary Table 5. Gene-ontology analysis.** Enrichment for GO terms at exponential, transitional and stationary phases within *S.erythraea* growth cycle.

**Supplementary Table S6. Gene expression profiles for annotated genes.** Gene identifier, description and expression before Quantile normalization (FPKM) indicated.

Reads were aligned using Bowtie 2 and analysed using Cufflinks. Genes marked with "+" in Column J were considered highly expressed.

How the deposited data were processed for this re-analysis (not part of the article)

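RNA-seq values of 7 DSN-treated, unstranded libraries of S.erythraea were analysed, with 1 library per time point of 1 fermentation. Libraries of 23, 40 and 48 h were grouped as before the switch, 51 h as during it, and 57, 72 and 93 h as after it, following the paper. The 40 h library is headed 41 h in the supplementary tables and in the deposited table. The authors deposited RPKM values, made with Bowtie (no more than 2 mismatches), removal of reads that map to more than 1 location, CuffDiff with upper quantile normalization, and masking of rRNA. Versions, assembly and annotation are not given in the sources used here.

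The depth of each library was recovered from the steps of the RPKM values, using coding lengths from a RefSeq annotation matched by locus tag for 6894 genes. The method was tested on 3 simulated libraries, where it recovered each step within 1% and the summed reads within 1.22%. Recovered depths exceed the uniquely aligned reads of Table S1 in each library for a cause not found, and both are given with the data. At 51 h the recovered depth also exceeds the reads left without rRNA. Intervals for shares cover the number of genes only. With 1 library per time point, no difference between phases can be set against a replicate error.

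The scaling rule was fixed before the data were examined. The highest upper quartile over genes above 0 in every library was more than 1.5 times the lowest, so each library was divided by its upper quartile and multiplied by their mean. A gene's mean before or after the switch is the mean of its log2 values. Gene groups were taken from words in the deposited descriptions, and the rule for translation genes was edited on the descriptions before any value was computed. A group's median was set against the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression. The percentile among them describes the group and is not a test across samples, since genes of 1 operon are not independent. For core and non-core regions the gene order was also shifted around the genome in steps of 10 genes, and this comparison decides for the regions.

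For the comparison of alternatives, a group was called past the limits below percentile 2.5 or above the mirror-image upper limit. These limits were set when the data were in hand, but before any group value was computed, and they were not part of the plan written before. The regulators at 51 h, at 96.8, would pass a limit of 5% on each side. The summaries of the top 1% share and of the percentile ratio as 51 h against the other libraries were chosen after their values were seen.

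Genes to name were, by a rule fixed before, all genes that the paper names, with the erythromycin genes given mainly as a group, the 5 largest rises and 5 largest falls after the switch among prominently expressed genes whose values before and after do not overlap, and the 5 with the largest value at 51 h over the highest other time point. Values of some genes in Table S2 and Table S6 had been seen before this rule was written.

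The steps were checked on simulated data. A planted change of -1.5 in 58 ribosomal protein genes was recovered as -1.49, and a planted non-core change of -0.5 as -0.49. Of 200 planted gene changes all 200 were found, with 0 false calls among 3368 unchanged genes. Of 200 unchanged lists, 9 lay past the limits, where 10 would by chance.

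Alternatives were other scalings (values as deposited, median, sum, full quantile), pseudocounts of 0.1% and 10% of the median, a filter on the lowest 10% of genes, prominently expressed genes in place of all, phase means on the linear scale, other region borders and border widths of 0.25 and 1 Mb, other definitions of the share changed, and leaving out each library in turn. A correction for GC content was planned and not run, because no genome sequence was used. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The replicate fermentation, MicrobExpress, strand-specific, total RNA and small RNA libraries, the microarrays and the qRT-PCR are not analysed here. Table S2 was held only for its first 1996 genes and was used for description only.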

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

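Results with alternatives chosen after the values were seen are those with regions set by the order of the locus tags, with the trend on coding length removed, with values at 0 left out for the paralogous operon, and with each gene given to the phase of its highest single library. Other alternatives were set before the data were examined. Of 39 results, 11 were the same under all their alternatives, and of 549 values under an alternative, 439 were. The same means that side of the limits and direction were kept, or size. A value counted as the same may therefore differ in size. Of 732 values of the 61 named genes, 4 moved beyond the spread of the time points. The correction for GC content was not run, and dividing by the upper quartile is the scaling used throughout. Unless a reason is given, the cause of a change was not tested.

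Leaving out each library in turn moved many values, since it leaves 2 libraries in a phase. The lowest and highest values after against before were 8.70% and 28.6% for the share changed over 2-fold, -0.69 and -0.036 for non-core minus core, 0.28 and 1.43 for ribosomal proteins, 0.13 and 1.03 for translation, -0.041 and 0.40 for chaperones, 0.031 and 0.31 for proteases, -0.28 and -0.0090 for carbohydrate genes, -0.046 and 0.040 for signal transduction, -0.044 and 0.042 for regulators, -1.01 and -0.27 for transposases near the borders, 0.38 and 1.31 for RNA polymerase, and 0.26 and 1.19 for ATP synthase. For 51 h against before they were 13.2% and 21.8% for the share, -0.38 and 0.16 for non-core minus core, -0.50 and 0.17 for transposases near the borders, -0.47 and 0.030 for all transposases, -0.19 and -0.050 for carbohydrate genes, 0.068 and 0.22 for signal transduction, 0.036 and 0.090 for regulators, -0.32 and 0.094 for chaperones, -0.092 and 0.047 for proteases, -1.05 and -0.28 for RNA polymerase, and -0.63 and -0.061 for ATP synthase. For ribonucleases at 51 h against their mean they were 0.10 and 0.43. The shares of genes highest before, during and after ranged over 19.4% to 34.6%, 33.1% to 47.5% and 32.2% to 34.8%. In these ranges the 48 h library gives 1 end for most groups.

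With full quantile normalization the shares changed were 15.0% after and 20.0% at 51 h, the shares of genes highest before and after were 28.0% and 30.9%, non-core minus core at 51 h was -0.11, and regulators were 0.057 at 51 h and 0.039 after. With libraries scaled to the same sum the share changed at 51 h was 13.9%, and the shares highest during and after were 53.9% and 20.8%. Each library divided by its median gave a share changed after of 14.6%, shares highest before, during and after of 22.5%, 35.5% and 42.0%, and 1 ribonuclease highest at 51 h. The values as deposited gave shares highest during and after of 37.2% and 39.6%, and 1 ribonuclease highest at 51 h. The gene group medians are relative to all genes and so hardly move between scalings by 1 factor per library.

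With a pseudocount of 10% of the median, the shares changed were 11.7% after and 11.4% at 51 h, regulators at 51 h were 0.047, and the median correlation of neighbouring time points was 0.86. With 0.1% of the median it was 0.71. With the lowest 10% of genes removed, regulators at 51 h were 0.082 and ribonucleases 0.25. With prominently expressed genes in place of all, 3446 genes were above 0 in each library. Regulators at 51 h were then 0.13, signal transduction after -0.025, regulators after -0.13, carbohydrate genes after -0.18, proteases after 0.18 and at 51 h -0.12, ribonucleases 0.27 and transposases near the borders at 51 h -0.26, and 51 h lay -0.55 from the median of the other libraries in the log2 percentile ratio, where all genes gave -0.0011. With all genes in place of prominently expressed genes, the shares changed were 15.1% after and 11.1% at 51 h, and the shares highest by phase 28.2%, 44.3% and 27.4%. Choosing genes by their highest value gave 15.4%, 13.9% at 51 h, and 26.0% highest before.

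Phase means on the linear scale gave non-core minus core at 51 h as -0.15, regulators as 0.10 at 51 h and 0.013 after, carbohydrate genes after as -0.11 and proteases at 51 h as 0.0018. The trend on coding length removed gave proteases at 51 h as 0.016. Border widths of 0.25 and 1 Mb each gave -0.16 for transposases near the borders at 51 h. The non-core change after was -0.19 with the wider and -0.17 with the narrower region. Ribonucleases with known names gave 0.32, and against 48 and 57 h -0.032. The top 1% share weighted by coding length lay -7.69 points from the other libraries at 51 h. The phase of the highest single library gave 47.6%, 14.9% and 37.5%. Other definitions of the share changed gave 4.70% (3-fold), 28.3% (48 against 51 h), 17.9% (48 against 57 h), 16.1% (51 against 57 h), 22.2% (51 h or after against before) and 84.2% (highest over lowest).

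Depth limits the genes near 10 reads. The median gene held fewest reads at 72 and 93 h, so falls to 0 there are less certain than at 51 h.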

Differences from the paper's values

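The alternatives named here were set before the data were examined, except where stated. The paper gives 60.5% of the genes profiled as changed over 2-fold at the switch, and the value here is 13.1% of prominently expressed genes after against before. The paper's text does not name the time points compared. Of the 22 alternatives set before, the highest over the lowest of the 7 time points, with 84.2%, lies within 1.5 times the paper's value, and 21 do not. The nearest of those were 28.6% without the 48 h library and 28.3% for 48 against 51 h.

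The paper gives a suppression of up to 2.14-fold for genes associated with translation, and the median over 101 such genes at 51 h is a 1.42-fold decrease. A maximum and a median are different statistics. Prominently expressed genes alone gave 1.46-fold, and leaving out the 23 h or the 40 h library gave 1.53-fold or 1.69-fold, which lie within 1.5 times the paper's value. The other 9 alternatives do not, and without the 48 h library the decrease was 1.02-fold, while 0.05% of lists matched on expression were lower. The 58 ribosomal protein genes alone fell by a median of 1.21 on the log2 scale, relative to all genes. Without rescaling to all genes this is a 2.21-fold decrease, beside the paper's 2.14-fold.

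The paper states a strong induction of transposon clusters at the region borders at the switch. Over the 30 transposases with values near the borders the median at 51 h was -0.23, with 10 of 30 higher, against the mean of the 3 libraries before the switch. Without the 23 h library it was 0.17, and between the adjacent libraries the group rose, from -0.72 at 48 h to 0.20 at 51 h. The paper marks a subset of repetitive transposases as induced. The 30 are those near a border among the 88 transposases with both a value and a position in the reference. Reads that map to more than 1 location are described as removed from these values. The paper's subset was therefore not tested here.

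The paper states suppression of energy production at the switch. The 9 ATP synthase genes changed by -0.13 at 51 h, with 5 of 9 lower, and leaving out 1 library gave -0.06 to -0.63. From 48 to 51 h their mean rescaled RPKM fell from 13470 to 6637, so the size of the fall depends on the libraries compared.

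The paper states pronounced expression of ribonucleases and proteases at the inception of the switch, including RNase E and RNase III. It gives 21 out of 24 ribonucleases at this stage, and Figure 3B relative fold enrichment across the switch, without the time points compared. Here 18 of 22 ribonucleases stood above their own mean at 51 h. Their median was higher at 48 h than at 51 h, except under full quantile normalization, where it was 0.46 at 51 h and 0.25 at 48 h. The numbers highest at 51 and at 48 h were 7 and 4 here, 10 and 1 with libraries scaled to the same sum, 10 and 2 under full quantile normalization, 1 and 14 with each library divided by its median, and 1 and 15 with the values as deposited. RNase III rose by 0.53 and the RNase E type gene changed by -0.14. Proteases had a median change of -0.00 at 51 h against the mean before the switch, which includes 48 h. Relative to each gene's mean, their median was highest at 48 h, with 0.21. Under full quantile normalization it was highest at 72 h.

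In Table S5, 10 of 54 p-values are above 1, in 8 terms, the highest 4.15 for intracellular trafficking during the switch. In Table S1, the MicrobExpress 1 and Untreated 48 libraries have identical counts, with 21936382 reads in total, 287446 unique and 20327643 that map to more than 1 location.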

Other observations

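Tests chosen after the result was seen are those on the spread of values within a library for the non-core genes, on depth for the spread, on a uniform background at 40 h, on the loss of abundant transcripts for ribosomal proteins, and on genes under about 10 reads for transposases.

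Non-core genes stand lower against core genes at 48, 72 and 93 h than at 23 and 40 h. The 48 h library was taken before the switch and has the largest deficit. The deficit follows the spread of values among core genes over the 7 libraries, with Pearson's r of -0.99 (exact permutation p = 0.00079) and Spearman's rho of -0.96 (exact permutation p = 0.0028). Adjusted over the 3 relations computed across libraries, these were 0.0024 and 0.0083. The 7 libraries are serial samples of 1 fermentation and not exchangeable, so the permutation values here and below describe the relations and are no test across cultures. Without the 2 libraries farthest from the median spread, r was -0.96. The 90th over the 10th percentile in core genes was 11.4 at 23 h, 8.31 at 40 h, 42.9 at 48 h, 15.3 at 51 h, 16.1 at 57 h, 18.4 at 72 h and 32.1 at 93 h. A library that spreads its values more puts its low genes lower, and non-core genes are low, so this may account for part of the deficit. Against core genes of the same mean expression the deficit at 48 h was still -0.51. Under full quantile normalization it was -0.24. That normalization gives every library the same distribution of values. The mean of 48, 72 and 93 h minus that of 23 and 40 h then moved from -1.10 to -0.56, with 0.146% of the shifts around the genome lower in both, and the change after the switch was -0.21. The spread as the whole cause is thus argued against, as by the core genes of the same expression. Genes under about 10 reads are argued against, since among prominently expressed genes the deficit at 48 h was -0.41. GC content was not tested and stays open, as does a change of the region in the culture.

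Of the 10 ways to split the 6 libraries into 3 and 3, 4 gave a share changed over 2-fold at least as large as after against before, and 6 gave a non-core difference at least as large. With 10 splits chance cannot be excluded. The largest share, 25.1%, came from 23, 40 and 57 h against 48, 72 and 93 h. Counting error gives a share of 0.32% over 2-fold from reads drawn from an unchanged profile over 3421 genes. The highest of 20 draws gave 0.47%, against 13.1% observed after against before. Counting error as the sole cause of this share is therefore argued against. The drawn share rests on the recovered depths and covers counting only, so other variation between libraries stays open.

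The spread differs between libraries. It did not follow depth (Pearson's r of 0.178, exact permutation p = 0.631, and Spearman's rho of 0.143, exact permutation p = 0.783). Without the 2 libraries farthest from the median, r was -0.14. With the rRNA share of Table S1, Pearson's r was -0.197 over the 7 libraries (exact permutation p = 0.696, and rho of -0.43, exact permutation p = 0.354). Without the 2 libraries farthest in rRNA share r was -0.90, so whether a relation shows depends on the libraries kept, and its direction is against more rRNA with more spread. Adjusted values over the 3 relations were 0.696 and 0.783 for depth, and 0.696 and 0.530 for the rRNA share. With 7 libraries neither can be excluded. A uniform background at 40 h, the narrowest library, cannot be told apart. Taking off the 1st percentile, 68.3 RPKM, moved the upper quartile over the median at 40 h from 1.59 to 1.75, past 1.73 at 23 h and short of 1.97 at 51 h. It leaves open the 3.03 of 48 h. What widens the 48 h library remains open.

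Ribosomal protein genes are low at 51 h. Short coding length is argued against, since they stood -1.43 from genes of the same coding length and expression. A loss of all abundant transcripts is argued against as well, since they stood -1.08 from genes of the same expression. Degradation of their transcripts, as the paper proposes, was not tested here, and a single library at 51 h has no replicate. The paper reports high RIN numbers except for the switch sample, so RNA quality at 51 h stays open as well. The rRNA share of all reads was 17.9% at 51 h, against 33.3% to 65.0% in the other libraries. Uniquely aligned reads were 54.3% at 51 h, against 3.23% to 19.9%.

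No gene is listed at 0 at 51 h. Thinned to the depth of 93 h, the 51 h library would have 134.5 of 6818 genes under 10 reads, against 504 listed at 0 at 93 h. If the recovered depths hold, depth therefore may account for part of the difference, and not for all of it.

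Transposase genes fall after the switch. Place in the genome is argued against, since they stood -0.58 from other genes of the same region and expression. Genes under about 10 reads are argued against, since the 64 transposase genes above 0 in each library stood -0.47 from other such genes of the same expression. Removal of reads that map to more than 1 location cannot be told apart in the deposited table, where such reads are described as removed. In the part held of Table S2 with Bowtie2 alignments, whose legend names no such removal, 31 transposase genes changed by -0.54 after the switch. Of the 31, 3 stood higher after. The 13 without a deposited value changed by -0.62, and 2 of them stood higher. If those columns kept such reads, their removal as the sole cause is argued against for these 31 genes. Only part of that table was held, and GC content was not tested.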
